# Aryl Hydrocarbon Receptor-Signaling Regulates Early *Leishmania major*-Induced Cytokine Expression

**DOI:** 10.3389/fimmu.2019.02442

**Published:** 2019-10-15

**Authors:** Niels-Arne Münck, Johannes Roth, Cord Sunderkötter, Jan Ehrchen

**Keywords:** skin infection, leishmaniasis, AhR, macrophages, epidermis

## Abstract

The early inflammatory skin micromilieu affects resistance in experimental infection with *Leishmania major*. We pursue the concept that macrophages, which take up parasites during early infection, exert decisive influence on the inflammatory micromilieu after infection. In order to analyze their distinctive potential, we identified differentially regulated genes of murine granuloma macrophages (GMΦ) from resistant and susceptible mice after their infection with metacyclic *Leishmania major*. We found induction of several cytokines in GMΦ from both strains and a stronger upregulation of the transcription factor aryl hydrocarbon receptor (AhR) in GMΦ from resistant mice. Using both an AhR agonist and antagonist we demonstrated that AhR is involved in *Leishmania*-induced production of TNF in macrophages. *In vivo*, single local injection of an AhR agonist in early lesions of susceptible mice caused an increased induction of *Tnf* and other cytokines in the skin. Importantly, local agonist treatment led to a reduction of disease severity, reduced parasite loads and a weaker Th2 response. Our results demonstrate that local activation of AhR has a beneficial effect in experimental leishmaniasis.

## Introduction

Interaction of pathogens and innate immune cells is a crucial early event in infection. It triggers immediate defense mechanisms and initiates pathogen-specific acquired immunity. Pathogens, however, have evolved mechanisms to circumvent activation of the immune system. Skin infection with intracellular parasite *Leishmania (L.) major* is an excellent murine model system to analyze host-pathogen interaction (1). Early after infection with *L. major*, macrophages take up infectious metacyclic promastigotes which then transform intracellularly into amastigotes. The innate immune system is unable to clear the infection without activation by T-cells. Ag-specific Th1 cells and their production of Interferon-γ (IFNγ) are necessary to achieve classical activation of macrophages and NO-mediated parasite clearing in resistant C57BL/6 mice (2). Susceptible BALB/c mice develop a Th2-response characterized by IL4 and IL13 secretion and fail to clear the parasite. Th-cell priming takes place in draining lymph nodes (dLN), but can be influenced by the inflammatory milieu of the infected skin (3–6). We already demonstrated differences in the early infiltrate of phagocytes with earlier appearance of mature macrophages in resistant mice (5, 7). Subsequently, we have identified several differentially regulated cytokines expressed in infected skin from resistant and susceptible mice early during infection. By altering the expression of some of these cytokines in the early inflammatory skin milieu, e.g., IL-6 and CXCL11, we were able to significantly influence polarization of Th-cells (5, 6).

Macrophages are among the first cells to interact with parasites and are capable of sustained production of inflammatory mediators. We thus consider them a prime candidate to determine the early inflammatory micromilieu.

Infection of macrophages with *L. major* has been shown to induce cytokine secretion, upregulation of genes and activation of cellular signaling pathways like ERK1/2, p38MAPK and NF-kappa-B (8–12). On the other hand, suppression of gene expression and inhibition of NF-kappa-B-signaling were reported (10, 13). For example, *L. major* uptake by macrophages abrogates LPS-induced IL12 secretion (8, 14).

However, differential reaction of macrophages to *L. major* also depends on the origin or activation of investigated macrophages or subtype of monocytes (15–18).

*L. major*-induced IL12 suppression was more pronounced in peritoneal macrophages compared to bone marrow macrophages (19). Similarly, a comparison of inflammatory and resident peritoneal macrophages infected with *L. major* revealed that resident, but not inflammatory macrophages induced production of various cytokines and reactive oxygen species (20).

Therefore, since macrophage subtypes can be different in response to *L. major*, we wanted to analyze cells which most closely resemble skin macrophages. Such cutaneous macrophages, well-suited for our study, can be isolated in considerable numbers from non-immune polyacrylamide granulomas (8, 21).

Strain-specific differences in skin macrophages could affect the early inflammatory milieu. Belkaid et al. already compared IL12, IL6, and TNF secretion of granuloma-macrophages (GMΦ) from C57BL/6 and BALB/c mice infected with *L. major*, and found no differences. For a more global analysis however, we performed microarray analysis of GMΦ infected with metacyclic *L. major* promastigotes. We identified differentially regulated genes between infected GMΦ from BALB/c and C57BL/6 mice. Among those we found transcription factor aryl hydrocarbon receptor (AhR), an inductor of xenobiotic compound-degrading enzymes, deserving a closer look because of its expanding role in immunity, especially macrophage function (22–26). Most relevant to our setting, Climaco-Arvizu et al. found a role for AhR in the regulation of nitric oxide and arginase production in mouse macrophages. Peritoneal macrophages from *Ahr* knockout mice showed reduced NO production, but enhanced secretion of several cytokines like TNF and IL12 when polarized to a M1 subtype and stimulated with LPS (26). *Ahr* knockout macrophages were more susceptible to *in vitro Leishmania* infection. In a previous work, the same group also reported that *Ahr* knockout mice on a resistant background showed an exacerbated immune response characterized by lower numbers of regulatory T-cells that, while causing more severe inflammation at first, ultimately resulted in accelerated control of the parasite (24). As AhR is a transcriptional regulator implicated in resistance against *Leishmania* both *in vitro* in macrophages and *in vivo*, we chose to further analyze the role of AhR in early events determining resistance against *L. major*.

## Materials and Methods

### Experimental Leishmaniasis

Specific pathogen free mice from C57BL/6 and BALB/c strains were bred in the animal facility of the Department of Dermatology, Münster, or obtained from Charles River, Germany, and used at 8-12w of age. All experiments were approved according to the animal welfare laws of the Federal Republic of Germany by the animal welfare authority of the state of North Rhine- Westphalia, filed under reference 84-02.04.2015.A348.

*Leishmania* parasites of strain MHOM/IL/81/FE/BNI were grown in Schneider's *Drosophila* medium supplemented with 10% fetal calf serum (FCS), 2% human urine, 2% glutamine, and 1% penicillin-streptomycin at 25°C and 5% CO_2_.

Male BALB/c mice (5 per group) were infected in the left hind foot with 2×10^7^ stationary phase parasites in 20 μl PBS to allow a comparison to our previously published data on the early phase of experimental leishmaniasis (5, 6). Mice were sacrificed after 20 h for measurement of epidermal gene expression or after 11 d (early Th response), and 4 or 5 w for infection experiments (late Th response, parasite load). Foot swelling was measured weekly using a caliper with the uninfected foot serving as control. All experiments were repeated at least 5 times.

For simultaneous treatment with AhR ligands, 30 nmol of agonist ITE (2-(1*H*-Indol-3-ylcarbonyl)-4-thiazolecarboxylic acid methyl ester, Tocris Bioscience) in 1 μl DMSO or solvent control was included in the final volume.

Comparison of parasite dissemination was performed by limiting dilution assay of infected dLN using *Leishmania* growth medium as described previously (5, 18) by using Leishmania medium instead of slant blood agar. Briefly, foot skin and dLN were removed aseptically and homogenized in 5 ml Leishmania medium. Serial dilutions were carried out in quadruples (100 μl culture volume each) using 96-well tissue plates. After culture for 1 w, the highest dilution yielding growth of viable parasites was determined using a phase contrast microscope.

### Cytokine Assay

Cytokines from restimulated *L. major*-specific dLN cells were assessed using a mixed lymphocyte reaction as previously described (5). Briefly, the dLN from infected animals were mashed through a cell strainer in PBS, washed and transferred to uncoated 96-well U-bottom plates in RPMI 1640 containing 2 mM glutamine, 50 μM mercaptoethanol, and 10% FCS at 2 × 10^6^ cells/well. Cells were restimulated with 1 μl soluble Leishmania antigen prepared by repeated freeze/thaw cycling of 5 × 10^8^ stationary phase parasites in 1 ml PBS. After 5d at 37°C and 5% CO_2_, IFNγ and IL4 secretion were measured by cytometric bead assay using FlexSets by BD Bioscience (San Jose, California) according to the manufacturer's protocol.

### Granuloma Macrophages

GMΦ were recovered from polyacrylamide gel pouches as described in John et al. (21). In short, sterile polyacrylamide gel (BioGel P-100, Bio-Rad, Germany) was injected subcutaneously in two 1 ml portions on the back of the animal. The gel was recovered after 48 h, resuspended in PBS and given through a cell strainer and then washed. GMΦ were then left to adhere in petri dishes with 10 ml DMEM medium containing 20% L-929 cell (ATCC #CCL-1) supernatant and 10% FCS at 1 × 10^6^cells/ml for 24 h at 37°C and 7% CO_2_. Cells were incubated with 10 mM EDTA in PBS for 10 min at 37° and resuspended by repeated up and down-pipetting. Cells were then washed with PBS and resuspended in DMEM containing L-929-cell supernatant at 1 × 10^6^cells/ml and left to adhere overnight in 12-well plates. Metacyclic *L. major* promastigotes were prepared from stationary cultures. Briefly, stationary phase cultures are centrifuged several times to enrich metacyclic parasites in the supernatant by their density after which the remaining parasites are collected and run over a Ficoll gradient as described in more detail by Späth et al. (27). Macrophages were incubated with a 5 × MOI of metacyclic *L. major*. 1 μl of 30 mM solutions of AhR antagonist CH-223191 and agonist ITE in sterile DMSO per ml medium were added where indicated, with untreated groups receiving 1 μl of DMSO. TNF concentration of the supernatant was measured using the cytometric bead assay FlexSet for murine TNF by BD Bioscience (San Jose, California). Parasite phagocytosis was measured by FACS analysis of cells incubated with a 5 × MOI of fluorescein isothiocyanate (FITC) -stained parasites in the presence of DMSO, ITE and CH-223191 using the same medium and concentrations as above. The FITC-staining was performed as described earlier (18). For assessment of parasite killing, cells where then washed and incubated in the presence of 500U of rmIFNγ (PromoCell, Germany) for another 20 h. Production of NO was measured by photometric measurement of nitrite in supernatant at 560 nm using Griess reagent and a nitrite standard curve after 24 h preincubation of 5 × 10^5^ cells/ml with 500U of recombinant murine IFNγ) followed by further 24 h incubation with *L. major* in the presence of 500U/ml rmIFNγ as described in Ehrchen et al. (18).

### Human Blood Monocytes

Human monocytes were isolated from fresh human blood leukocyte reduction chambers of platelet apheresis sets from healthy, voluntary whole blood donations after informed consent of the donors according to the regulations of the blood bank of the University Hospital Münster by Pancoll (PAA Laboratories, Austria) and subsequent Percoll (GE Healthcare) gradient centrifugation as described previously (28). Purity of monocytes was > 85%, as assessed by staining with CD14 antibody (Becton Dickinson) and FACS analysis. Cells were cultivated in McCoy's 5a medium supplemented with 15% FCS, 1% l-glutamine and 1% non-essential amino acids (all from Biochrome, Germany) and without antibiotics in uncoated 12 well-plates, and were allowed to rest overnight prior to experiments (37°C, 7% CO2). Cells were infected with a 5 × MOI of stationary phase *L. major*. Because of the reported lower affinity of the human AhR compared to murine AhR (29), we added 10 μl of 30 mM solutions of AhR ligands or carrier per ml of medium.

### *Real-Time* PCR and Microarray Analysis

RNA from GMΦ and human monocytes was extracted using the Quiagen RNeasy micro kit according to the manufacturer's instructions. For RNA extraction from mouse feet, skin was homogenated in RNeasy lysis buffer using a peqlab Precellys homogenizer for a single run at maximum power and time settings. Semi- quantitative RT-PCR was performed as described previously on a Bio-Rad CFX384 Touch Real-Time PCR detection system (28).

For microarray analysis, total RNA from three independent experiments of 4 h *L. major* infected C57BL/6 or BALB/c GMΦ was isolated and subsequently processed for microarray hybridization using Affymetrix Murine Genome MG_U74Av2 arrays according to the manufacturer's instructions (Affymetrix). Arrays were developed and analyzed as previously described (5). Microarray data were analyzed using MicroArray Suite Software 5.0 (Affymetrix) using data from corresponding control samples as baseline.

We retained only genes which were significantly regulated in every single experiment (change *p*-value < 0.05, fold-change ≥1.5, expression over background) as well as in the complete set of experiments (fold-change of ≥1.5, *p*-value of < 0.05, paired *t*-test).

To compare *L. major* induced alterations expression patterns between macrophages isolated from resistant and susceptible mouse strains, signal log ratios of infected vs. uninfected control samples in both mice strains were evaluate by paired *t*-test. We retained only genes with a *p* < 0.05 and a differential fold-change regulation of ≥1.5.

To identify transcription factors with statistically over-represented binding sites in promoter regions of regulated genes, we used CARRIE with the implemented promoter sequence analysis tool ROVER (30). Promoter sequences were defined 1000 bases upstream to 100 bases downstream of the transcription start site and obtained using PromoSer (31) and equally sized group of control genes with stable expression but no detectable regulation by *L. major* infection were compared.

## Results

### Transcriptional Changes in *L. major* Infected GMΦ

To identify genes that are regulated during infection of macrophages with *L. major*, GMΦ from C57BL/6 and BALB/c mice where incubated with metacyclic *L. major* for 4 h with a multiplicity of infection (MOI) of 5:1. 

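GMΦ are macrophages recovered from a polyacrylamide gel placed under the skin of mice. RNA of GMΦ from C57BL/6 and BALB/c mice, with *L. major* for 4 h at an MOI of 5 or without parasites, was hybridized to 12 Affymetrix Murine Genome MG_U74Av2 arrays, 3 for each strain and treatment, from 3 independent experiments. Cd14, the co-receptor for LPS on macrophages, had a mean signal of 1441 ± 476 (SD, n = 3) in uninfected C57BL/6 GMΦ and 1816 ± 324 (SD, n = 3) in uninfected BALB/c GMΦ. H2-Ea, an MHC class II gene that C57BL/6 mice do not transcribe, had a mean signal of 4.83 ± 1.31 (SD, n = 3) in uninfected C57BL/6 GMΦ and 520 ± 98.8 (SD, n = 3) in uninfected BALB/c GMΦ, which served as a check of the strain labels. Of 11 fibroblast markers measured, none changed with infection in either strain (limma, unadjusted p under 0.05 in 1 for C57BL/6 and 2 for BALB/c, and 0 called in either strain by the paired test of the methods), and Acta2, Dcn and Col3a1 were lower in uninfected C57BL/6 than in uninfected BALB/c GMΦ, as were fainter probe sets of Col1a1 and Col1a2 (log2 -3.79 and -3.69, adjusted p = 0.0137 and 0.000952). The brightest probe sets of Col1a1 and Col1a2 did not pass between uninfected C57BL/6 and uninfected BALB/c GMΦ. For Dcn, which encodes a matrix proteoglycan, the mean signals were 14.9 ± 7.66 and 111 ± 83.2 (SD, n = 3 each).
The authors computed a MAS5 signal per probe set on a linear intensity scale and scaled each array, and the 2%-trimmed means were 99.09 to 99.9, so the arrays were used as scaled. Signals were taken to log2 after 64 values of 0 were set to 0.1, the smallest value above 0, and 7436 of 12460 probe sets with a mean signal above 12.96, the 40th percentile, were tested. limma compared infected with uninfected cells within the 6 pairs of strain and experiment, and a probe set was called at an adjusted p under 0.05 and at least 1.5-fold. The ratio of the 3' to the 5' actin probe sets, a measure of RNA quality, was 2.82 in infected BALB/c GMΦ of experiment 2, 2.08 in uninfected C57BL/6 GMΦ of experiment 2 and 1.1 to 1.64 on the other arrays. The number of arrays limits the precision.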

More than 75% of macrophages had taken up *L. major* parasites at this timepoint. Using a cut-off value of 1.5-fold, 141 genes were significantly upregulated and 127 were significantly downregulated in GMΦ from C57BL/6 mice, whereas 69 genes were upregulated and 91 where downregulated in GMΦ from BALB/c mice. 

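In GMΦ from C57BL/6 mice, 136 probe sets (116 genes) were higher and 101 (92 genes) lower after infection. In GMΦ from BALB/c mice 80 (65 genes) were higher and 68 (63 genes) lower, at an adjusted p under 0.05 from limma and at least 1.5-fold. Among the largest falls, Nbr1, an autophagy receptor, fell by 1.87 on the log2 scale in C57BL/6 GMΦ (standard error 0.20, adjusted p = 0.00172) and by 1.12 in BALB/c GMΦ (adjusted p = 0.0309). Notch1, a receptor of cell fate signalling, fell by 1.48 and 1.64 (adjusted p = 0.0252 and 0.0254), and Gmnn, an inhibitor of replication licensing, by 1.38 and 1.55 (adjusted p = 0.0341 and 0.0349). Rgs2, a regulator of G protein signalling, fell by 1.87 in C57BL/6 GMΦ (adjusted p = 0.0101) and had a log2 change of -1.07 in BALB/c GMΦ (adjusted p = 0.0885). Scx, a transcription factor of tendon cells, fell by 3.23 in C57BL/6 GMΦ (adjusted p = 0.0361). In BALB/c GMΦ, Polr2i, a subunit of RNA polymerase II, fell by 2.51 (adjusted p = 0.0309), Hira, a histone chaperone, by 2.07 (adjusted p = 0.0217, with a log2 change of 0.11 at a fainter probe set) and Cad, an enzyme of pyrimidine synthesis, by 1.89 (adjusted p = 0.0373).
Higher and lower counts in C57BL/6 GMΦ were 53 and 41 without the block for pairs, 39 and 6 without C57BL/6 experiment 1, 51 and 13 without experiment 2 and 58 and 21 without experiment 3 of this strain. The lower count was 170, 206 and 52 without BALB/c experiment 1, 2 and 3. Higher and lower counts in BALB/c GMΦ were 9 and 13 without the block, and 0 and 0 without a trend of the variance with intensity (limma, with 1264 at an unadjusted p under 0.05 in this fit) and 72 and 98 with the paired test of the methods. With an experiment left out they were 37 and 21, 60 and 33, and 42 and 20 without C57BL/6 experiment 1, 2 and 3, and 69 and 45, 39 and 15, and 3 and 2 without BALB/c experiment 1, 2 and 3. Without BALB/c experiment 2 the log2 change of Polr2i in BALB/c GMΦ was -3.10 (adjusted p = 0.0258).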

Among upregulated genes we found *Tnf* and other cytokine genes, transcription factors, genes associated with apoptosis, lipid metabolism and the NF-kappa B cascade. 

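Tnf rose 12.1-fold in C57BL/6 GMΦ (log2 3.60, standard error 0.38, adjusted p = 0.00144 from limma) and 6.62-fold in BALB/c GMΦ (log2 2.73, standard error 0.38, adjusted p = 0.0139). Of 13 inflammatory cytokine genes measured, 5 rose in C57BL/6 GMΦ (7 when adjusted over the list alone) and 4 in BALB/c GMΦ (5 when adjusted over the list alone). Il1a rose 13.9-fold in C57BL/6 GMΦ (adjusted p = 0.00437) and 6.34-fold in BALB/c GMΦ (adjusted p = 0.0309). Il1b rose 10.2-fold in C57BL/6 GMΦ (adjusted p = 0.0125), with a fold of 2.06 in BALB/c GMΦ (adjusted p = 0.34). The list as a whole shifted upward (camera adjusted p = 7.97e-08 and 1.47e-05 in C57BL/6 and BALB/c GMΦ, against adjusted p = 0.118 and 0.248 with an estimated correlation). In C57BL/6 GMΦ without experiment 1, 2 and 3 of this strain, the log2 change of Tnf was 2.95, 4.13 and 3.71 (adjusted p = 0.0107, 0.0023 and 0.0158). For Il1b it was 2.70 without C57BL/6 experiment 1 (adjusted p = 0.136) and 4.10 without experiment 2 (adjusted p = 0.0131), and for Il1a 4.71 without experiment 2 (adjusted p = 0.000964).
Of 27 immediate early and AP-1 transcription factor genes and their companions, 6 rose in C57BL/6 GMΦ and 6 in BALB/c GMΦ (8 and 9 when adjusted over the list alone, 1 lower in BALB/c). The list shifted upward (camera adjusted p = 7.97e-08 and 3.45e-08, against adjusted p = 0.111 and 0.193 with an estimated correlation). Ets2 rose 4.60-fold and 3.70-fold (adjusted p = 0.0037 and 0.0139) and Egr2 2.32-fold and 3.77-fold (adjusted p = 0.033 and 0.0137) in C57BL/6 and BALB/c GMΦ. Fosl1, a partner of Jun proteins, rose 9.92-fold in C57BL/6 GMΦ (adjusted p = 0.014), with log2 changes of 2.28 and 3.92 without C57BL/6 experiment 1 and 3 (adjusted p = 0.0416 and 0.0392). Irf8, a transcription factor of macrophage development, fell by 1.44 on the log2 scale in C57BL/6 GMΦ (adjusted p = 0.00102) and by 0.82 in BALB/c GMΦ (adjusted p = 0.0226).
Of 22 genes of the NF-kappa B pathway, 11 rose in C57BL/6 GMΦ (15 when adjusted over the list alone, 1 lower) and 2 in BALB/c GMΦ (9 when adjusted over the list alone). The list shifted upward in both (camera adjusted p = 3.58e-14 and 3.52e-09, against adjusted p = 0.111 and 0.193 with an estimated correlation). Nfkbia, the inhibitor that holds NF-kappa B in the cytoplasm, rose 3.75-fold in C57BL/6 GMΦ (adjusted p = 0.0101) and had a fold of 2.16 in BALB/c GMΦ (adjusted p = 0.0839, against 0.0373 at a fainter probe set). Tnip1, which restrains the pathway, rose 2.40-fold and 1.74-fold (adjusted p = 0.00583 and 0.0496).
Of 23 apoptosis genes, Mdm2 and Casp4 rose and Bcl2l11 and Casp2 fell in C57BL/6 GMΦ (4 higher and 5 lower when adjusted over the list alone). Mdm2 rose and Bcl2l11 and Casp6 fell in BALB/c GMΦ (3 and 3 when adjusted over the list alone), with no shift of the list (camera adjusted p = 0.32 and 0.211). Bcl2l11, which promotes cell death, fell by 0.81 and 0.90 on the log2 scale (adjusted p = 0.0211 and 0.0217), and a fainter probe set of this gene gave log2 changes of -0.06 and -0.19. Among 10 genes of prostaglandin and leukotriene synthesis, Ptgs2 and Ptges rose in C57BL/6 GMΦ (2 when adjusted over the list alone). None rose in BALB/c GMΦ (limma, 2 higher and 1 lower when adjusted over the list alone, unadjusted p under 0.05 in 4, and 0 called by the paired test of the methods), with no shift of the list (camera adjusted p = 0.16 and 0.889). Ptgs2, the inducible cyclooxygenase, rose 20.7-fold in C57BL/6 GMΦ (adjusted p = 0.0309) and had a fold of 6.34 in BALB/c GMΦ (adjusted p = 0.16). The log2 change of Ptgs2 in C57BL/6 GMΦ was 4.37 with all experiments and 3.52, 5.80 and 3.78 without C57BL/6 experiment 1, 2 and 3 (adjusted p = 0.265, 0.0137 and 0.184). The uninfected C57BL/6 signals of Ptgs2 were 6, 3.7 and 4.7, near the floor of 3.5, and with a pseudocount of 3.5 the log2 change was 3.71 (adjusted p = 0.0421). Its adjusted p was 0.059 without BALB/c experiment 3, 0.0872 without a trend of the variance, 0.0669 without the block and 0.0597 with the experiment as block, and the paired test of the methods did not call it (unadjusted p = 0.0936). Of 15 genes of cholesterol synthesis, Hmgcs1 alone changed, and fell by 0.88 on the log2 scale in C57BL/6 GMΦ (adjusted p = 0.0265, and 1 lower when adjusted over the list alone). In BALB/c GMΦ none of these passed (limma, 2 lower when adjusted over the list alone, unadjusted p under 0.05 in 5, and 1 lower by the paired test of the methods). Camera gave the list an adjusted p of 0.131 in C57BL/6 and 0.211 in BALB/c GMΦ. Of 14 genes of cholesterol efflux none passed in either strain (limma, 0 when adjusted over the list alone, unadjusted p under 0.05 in 2 and 1, 0 by the paired test of the methods). For the list as a whole the camera adjusted p was 0.924 and 0.34. Lpin1, a phosphatase of triglyceride synthesis, fell by 1.55 in C57BL/6 GMΦ (adjusted p = 0.0382). For Tnf in BALB/c GMΦ the adjusted p was 0.0745 without a trend of the variance with intensity, 0.103 without the block for pairs, 0.0899 with the experiment as block and 0.0977 without BALB/c experiment 3.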

Table 1 shows a selection of upregulated genes. 

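Of the genes in Table 1, 33 were measured above the filter. All 33 had a positive log2 change in both strains, with a median of 1.57 in C57BL/6 GMΦ and 1.16 in BALB/c GMΦ. In C57BL/6 GMΦ 30 rose (31 when adjusted over the list alone) and in BALB/c GMΦ 11 rose (26 when adjusted over the list alone). The study chose this list on these samples, so the counts are not independent evidence of its direction. Il1rn, the antagonist of the IL-1 receptor, had the smallest adjusted p in both strains, with a rise of 5.68-fold in C57BL/6 GMΦ (adjusted p = 0.000768 from limma) and 3.64-fold in BALB/c GMΦ (adjusted p = 0.00437). Ccrl2, a chemokine-binding receptor, rose 2.64-fold and 2.76-fold (adjusted p = 0.0294 and 0.0373), and Gadd45b, a stress response gene, 3.25-fold and 3.53-fold (adjusted p = 0.0292 and 0.0349). A fainter probe set of Gadd45b had folds of 2.21 and 2.40 and passed in neither strain (adjusted p = 0.0985 and 0.0938 from limma without the filter). Tnfaip3, an inhibitor of NF-kappa B signalling, rose 5.13-fold in C57BL/6 GMΦ (adjusted p = 0.0357) and had a fold of 3.06 in BALB/c GMΦ (adjusted p = 0.135). For Sod2, the mitochondrial superoxide dismutase, the folds were 2.50 (adjusted p = 0.0145) and 1.39 (adjusted p = 0.284). Spic, Cdkn1a and Vcam1 did not pass the test in C57BL/6 GMΦ. For Vcam1, an adhesion molecule, the fold was 1.2 in C57BL/6 GMΦ and 1.74 in BALB/c GMΦ at the brightest probe set, and 12.5 (adjusted p = 0.0157) and 2.50 (adjusted p = 0.328) at a probe set below the filter, with a mean signal of 0.8 in uninfected C57BL/6 GMΦ. With low signals raised to a floor of 3.5 this probe set gave 2.85 (adjusted p = 0.327) in C57BL/6 GMΦ, so the size of 12.5 rests on signals near 0. Without C57BL/6 experiment 3 the log2 change of Vcam1 in C57BL/6 GMΦ was -0.31 at the brightest probe set (adjusted p = 0.844).

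**Figure D1:**
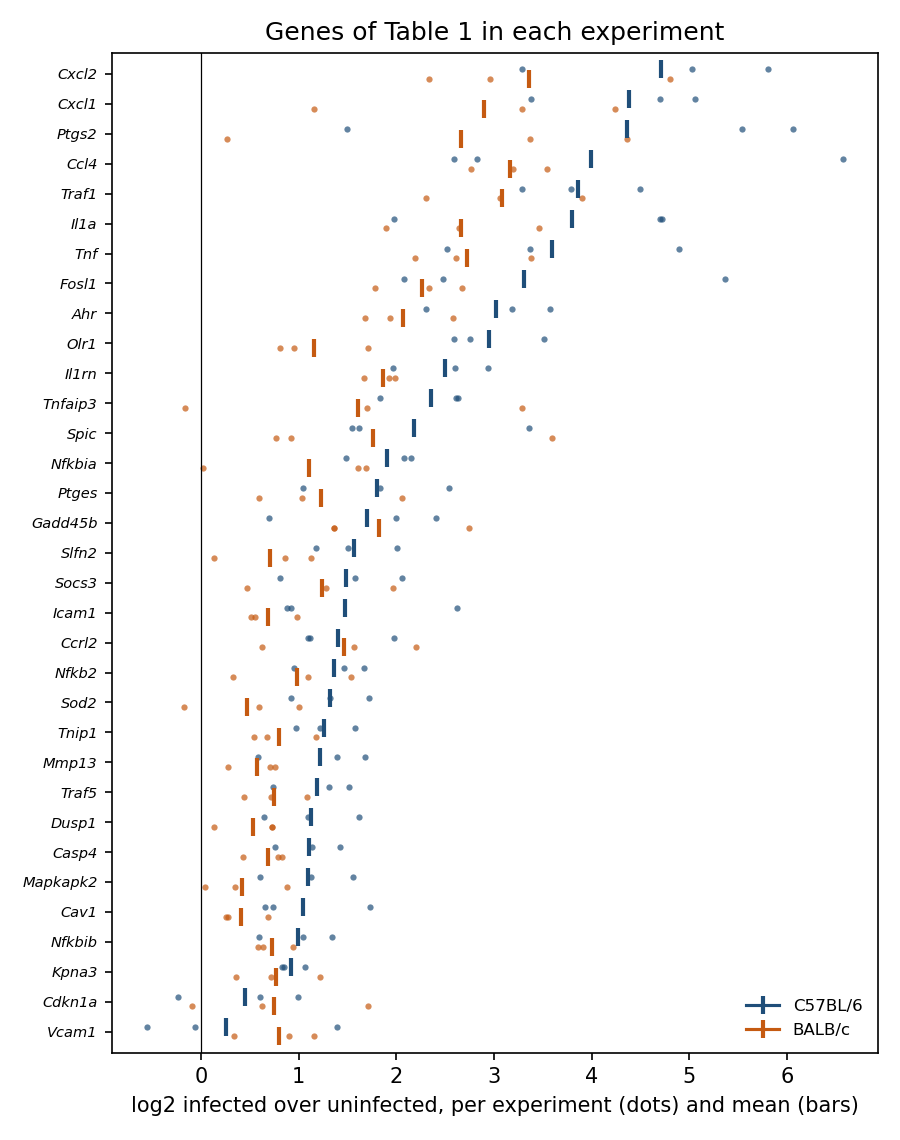
Log2 ratio of infected over uninfected signal for the 33 genes of Table 1 above the filter, with 1 dot per experiment and a bar at the mean of 3, for C57BL/6 (blue) and BALB/c (orange) GMΦ. The means run from 0.26 (Vcam1) to 4.71 (Cxcl2) in C57BL/6 GMΦ.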

Array data was uploaded to the NCBI GEO repository under accession number GSE127541. 

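Apart from the upregulated list of Supplementary Table 1, which was held in part only and was not compared, the lists in these tables were compared with the same arrays, and as the study chose them on these samples, the counts are not independent evidence of direction. Of 57 genes listed as upregulated in GMΦ from BALB/c mice and measured above the filter, 41 rose (54 when adjusted over the list alone), all 57 with a positive log2 change. Cd83, a surface marker of maturing antigen-presenting cells, rose 5.68-fold in BALB/c GMΦ (adjusted p = 0.00518 from limma), Plau, the urokinase plasminogen activator, 2.51-fold (adjusted p = 0.0137) and Eno2, an enolase of glycolysis, 2.17-fold (adjusted p = 0.0155). A fainter probe set of Cd83 had a fold of 2.28 in BALB/c GMΦ and did not pass (adjusted p = 0.36 from limma without the filter). Of 57 genes listed as downregulated in BALB/c GMΦ, 21 fell (45 when adjusted over the list alone) and 56 had a negative log2 change. Of 89 genes listed as downregulated in GMΦ from C57BL/6 mice, 43 fell (75 when adjusted over the list alone) and 88 had a negative log2 change, among them Casp2, a caspase, which fell by 1.24 on the log2 scale (adjusted p = 0.0159, with a log2 change of -0.14 at a fainter probe set).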

Supplemental Tables 1, 2 contain a complete list of regulated genes in C57BL/6 and BALB/c mice, respectively.

**Table 1:** Genes significantly upregulated by *Leishmania major* infection.

**Gene Symbol**	**Description (NCBI gene)**	***n*-fold C57BL/6**	***n*-fold BALB/c**	***p*-value for differential regulation in C57BL/6 vs. BALB/C**
**Chemokines and receptors**				
Ccl4	Chemokine (C-C motif) ligand 4	24.9	8.7	n.s
Cxcl2	Chemokine (C-X-C motif) ligand 2	21.0	12.0	n.s.
Cxcl1	Chemokine (C-X-C motif) ligand 1	17.9	10.7	n.s.
Ccrl2	Chemokine (C-C motif) receptor-like 2	2.6	3.2	n.s.
**Cytokines and related molecules**				
Tnf	Tumor necrosis factor	18.2	8.2	n.s.
Il1a	Interleukin 1 alpha	10.7	6.1	n.s.
Il1rn	Interleukin 1 receptor antagonist	5.1	3.2	n.s.
**Apoptosis**				
Myc	Myelocytomatosis oncogene	2.7	−0.2	0.007
Tnfaip3	Tumor necrosis factor, alpha-induced protein 3	4.3	2.8	n.s.
Socs3	Suppressor of cytokine signaling 3	3.9	2.3	n.s
Casp4	Caspase 4, apoptosis-related cysteine protease	2.3	1.7	n.s.
Sod2	Superoxide dismutase 2, mitochondrial	2.3	1.6	n.s.
Cdkn1a	Cyclin-dependent kinase inhibitor 1A (P21)	1.9	1.6	n.s.
**Receptors and cell surface proteins**				
Vcam1	Vascular cell adhesion molecule 1	10.6	3.0	n.s.
Olr1	Oxidized low density lipoprotein (lectin-like) receptor 1	9.0	2.5	<0.001
Icam1	Intercellular adhesion molecule	3.3	1.7	n.s.
Adora2a	Adenosine A2a receptor	3.2	2.2	n.s.
**Mapkkk cascade**				
Gadd45b	Growth arrest and DNA-damage-inducible 45 beta	3.1	2.8	n.s.
Cav	Caveolin, caveolae protein	2.3	0.7	0.008
Mapkapk2	MAP kinase-activated protein kinase 2	2.0	1.5	n.s.
Dusp1	Dual specificity phosphatase 1	2.1	1.5	n.s.
**Other genes involved in immune response**				
Tnip1	TNFAIP3 interacting protein 1	2.5	1.7	n.s.
Traf5	Tnf receptor-associated factor 5	2.3	1.6	n.s.
Slfn2	Schlafen 2	3.1	0.7	0.034
Mmp13	Matrix metalloproteinase 13	2.5	1.6	0.031
Ifi205	Interferon activated gene 205	2.2	−1.1	0.001
Traf1	Tnf receptor-associated factor 1	12.8	8.1	0.049
**Lipid metabolism**				
Ptgs2	Prostaglandin-endoperoxide synthase 2, cox-2	47.2	8.8	n.s.
Ptges	Prostaglandin E synthase	3.8	3.0	n.s.
**Transcription factors**				
Fosl1	Fos-like antigen 1	14.9	4.2	n.s.
Ahr	Aryl-hydrocarbon receptor	8.7	4.6	0.020
Spic	Spi-C transcription factor (Spi-1/PU.1 related)	7.4	4.4	n.s.
**Protein import into nucleus/nf-kappa b cascade**				
Nfkbia	Nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, alpha	3.8	2.7	n.s.
Nfkbib	Nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, beta	2.2	1.7	n.s.
Kpna3	Karyopherin (importin) alpha 3	2.0	1.8	n.s
Nfkb2	Nuclear factor of kappa light polypeptide gene enhancer in B-cells 2, p49/p100	2.3	1.8	n.s
Nfkb1	Nuclear factor of kappa light chain gene enhancer in B-cells 1, p105	2.3	1.8	n.s

### Infected GMΦ From Resistant Mice Upregulate *Ahr*

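After infection 53 probe sets were higher in both strains, against 1.46 if the strains were independent, and 27 were lower in both, against 0.924. None was called in opposite directions (limma), and 295 of the 305 called in either strain changed with the same sign in both. The strains share an estimate of the spread in this fit, so the counts expected if independent are only a rough guide. With each strain fitted alone BALB/c GMΦ had 14 higher and 0 lower calls, so no fall was shared. Slc2a1, the glucose transporter GLUT1, rose 2.16-fold in C57BL/6 GMΦ (adjusted p = 0.0152) and 2.17-fold in BALB/c GMΦ (adjusted p = 0.0226). Txnrd1, a thioredoxin reductase, rose 2.15-fold and 2.16-fold (adjusted p = 0.0294 and 0.039), and Sqstm1, an autophagy adaptor, 2.21-fold and 2.01-fold (adjusted p = 0.0137 and 0.0349). Across the 7436 probe sets, which are not independent replicates, the responses of the strains had a Pearson correlation of 0.669 and a Spearman correlation of 0.633, and 0.365 (Pearson) without the filter on low signals. Between single experiments of the strains the correlations were 0.283 to 0.492, against 0.426 to 0.510 within C57BL/6 and 0.0232 to 0.357 within BALB/c.
In limma's test of the strain difference, 0 probe sets had a response that differed at an adjusted p under 0.05 and 1.5-fold. An unadjusted p under 0.05, with no fold minimum, was found for 225 in limma and for 256 in the paired test of the methods. The paired test called 76 at an unadjusted p under 0.05 and at least 1.5-fold. The smallest adjusted p, 0.111, was that of Ifi202b, an interferon-inducible gene, with log2 changes of 3.41 in C57BL/6 and -0.30 in BALB/c GMΦ, at signals near 0 in uninfected C57BL/6 GMΦ (mean 0.433 ± 0.153, SD, n = 3). Its signals in infected C57BL/6 GMΦ were 3.5 to 5.4, also under the filter cut. With quantile normalization and without C57BL/6 experiment 2 the count was 1. Of the gene lists, the NF-kappa B pathway had the smallest p for a larger rise in C57BL/6 GMΦ (camera adjusted p = 0.0016, against adjusted p = 0.575 with an estimated correlation), with 17 of 22 members rising more there.

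**Figure D2:**
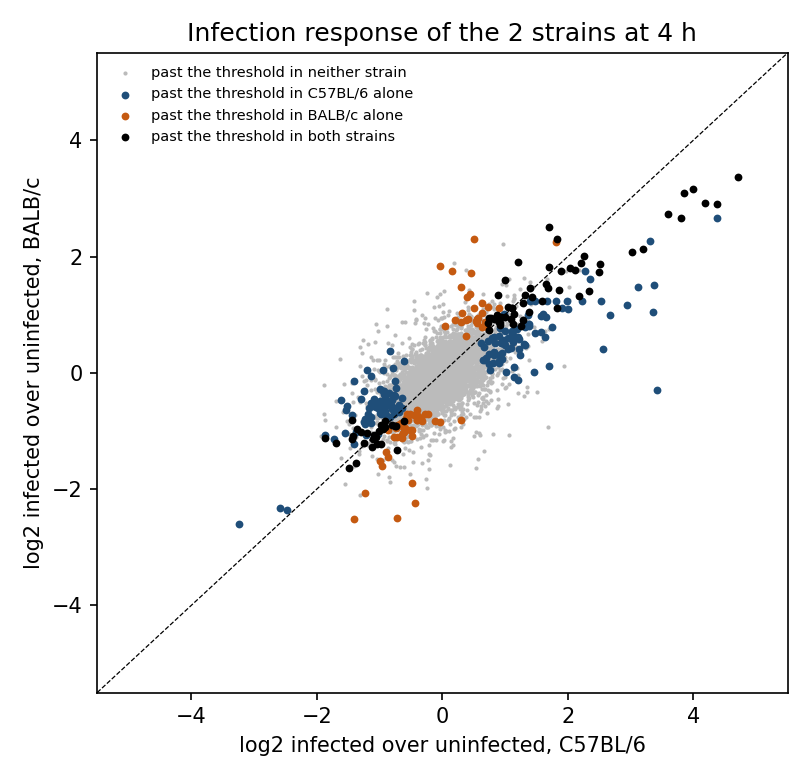
Log2 ratio of infected over uninfected signal of 7436 probe sets in C57BL/6 GMΦ (x axis) and BALB/c GMΦ (y axis), coloured by whether the probe set passed the threshold in neither, 1 or both strains, with the line of equal response dashed. Probe sets past the threshold in both strains lie at the upper right or the lower left.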

While most genes were similarly regulated in resistant and susceptible mice, we found only eight genes that showed strain-specific differences. Among them was the transcription factor *Ahr*.

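Ahr rose in GMΦ of both strains. Its mean signal went from 13.7 ± 5.29 to 106 ± 24.7 in C57BL/6 GMΦ and from 11.7 ± 1.42 to 49.7 ± 10.1 in BALB/c GMΦ (SD, n = 3 each), which was 8.09-fold (log2 3.02, standard error 0.31, adjusted p = 0.00144 from limma) and 4.20-fold (log2 2.07, standard error 0.31, adjusted p = 0.0155). Olr1, a receptor for oxidized LDL, rose 7.71-fold in C57BL/6 GMΦ (adjusted p = 0.000947) and had a fold of 2.23 in BALB/c GMΦ (adjusted p = 0.0634). Its signal was 4.73-fold higher in uninfected C57BL/6 than in uninfected BALB/c GMΦ (adjusted p = 0.000588). The strain difference of its response was 1.79 on the log2 scale (standard error 0.38, unadjusted p = 0.000864, adjusted p = 0.999, and 0.00519 when adjusted over the list alone, larger in C57BL/6 in 3 of 3 experiments). Slfn2, a regulator of immune cell quiescence, rose 2.96-fold in C57BL/6 GMΦ (adjusted p = 0.00569), with a strain difference of 0.86 (unadjusted p = 0.0171, larger in C57BL/6 in 3 of 3 experiments). Its signals in infected GMΦ overlapped, at 2797 to 3349 in C57BL/6 and 2425 to 4051 in BALB/c. In uninfected GMΦ they were 692.3 to 1407 and 1740 to 2209, so the difference came with a lower starting level in C57BL/6. Cav1, the coat protein of caveolae, rose 2.06-fold (adjusted p = 0.0272), Mmp13, a collagenase, 2.33-fold (adjusted p = 0.0159) and Traf1, an adaptor of TNF receptors, 14.5-fold (adjusted p = 0.000947) in C57BL/6 GMΦ, with strain differences of 0.63, 0.64 and 0.77 (unadjusted p = 0.0543, 0.057 and 0.141, larger in C57BL/6 in 3, 2 and 3 of 3 experiments). Myc lay below the filter, with log2 changes of 1.05 in C57BL/6 and 0.14 in BALB/c GMΦ (adjusted p = 0.212 and 0.925 without the filter) and a strain difference of 0.92 (unadjusted p = 0.0985 from limma). The paired test of the methods without the filter, chosen after seeing the data, gave this difference an unadjusted p of 0.000798. No probe set stood for Ifi205 alone. These genes are the study's own choice on these samples, so the list-wide adjustment is not independent evidence. For Ahr in BALB/c GMΦ the adjusted p was 0.0574 without a trend of the variance with intensity and 0.0854 with each strain fitted alone. Without BALB/c experiment 2 or 3 it was 0.0589 or 0.1.

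**Figure D3:**
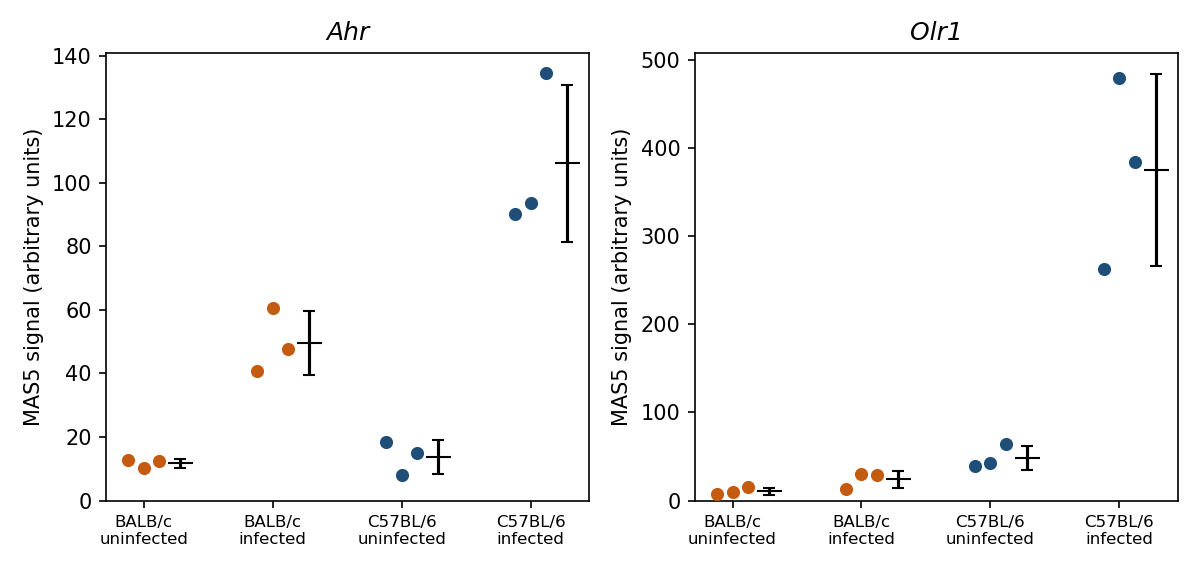
MAS5 signal of Ahr (left) and Olr1 (right) on each of the 12 arrays by strain and treatment, with the mean and SD of 3 arrays beside the dots. For Ahr the infected C57BL/6 GMΦ lie at 90.2 to 134.5 and the infected BALB/c GMΦ at 40.7 to 60.6.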

To check whether AhR-signaling could be involved in the underlying transcriptional regulatory networks, we analyzed overrepresentation of transcription factor binding sites among regulated genes using CARRIE analysis, and found AhR binding sites overrepresented in upregulated C57BL/6 genes with a *p*-value of 0.000372 (Table 2).

**Table 2:** Top ten overrepresented transcription factor binding sites among genes upregulated in *Leishmania major*-infected C57BL/6 granuloma macrophages.

**Binding site**	***p*-value**
NF-kappaB binding site	3.14E-08
Myogenic enhancer factor 2	0.00000382
Cellular and viral TATA box elements	0.00000391
Signal transducer and activator of transcription 1	0.00000634
Paired box factor 2	0.00000805
c-Rel	0.000148
ATF-1	0.000159
AhR	0.000372
BTB and CNC homolog 1	0.000526
HNF-3/Fkh homolog-8	0.000621

Therefore, and because AhR has recently been identified as an important regulator of innate immunity (22, 26, 32–34) and was implicated in regulation of resistance to experimental leishmaniasis (24, 35, 36), we focused on AhR.

We first confirmed gene regulation of *Ahr* in GMΦ using *RT-PCR*. In agreement with microarray data, uptake of *L. major* induced *Ahr* expression significantly in both mice strains. *Ahr* induction was significantly stronger in C57BL/6 vs. BALB/c mice (Figure 1A). The strain specific difference in AhR upregulation between GMΦ from resistant and susceptible mice indicated a possible beneficial role of AhR in resistance to *Leishmania*.

**Figure 1:**
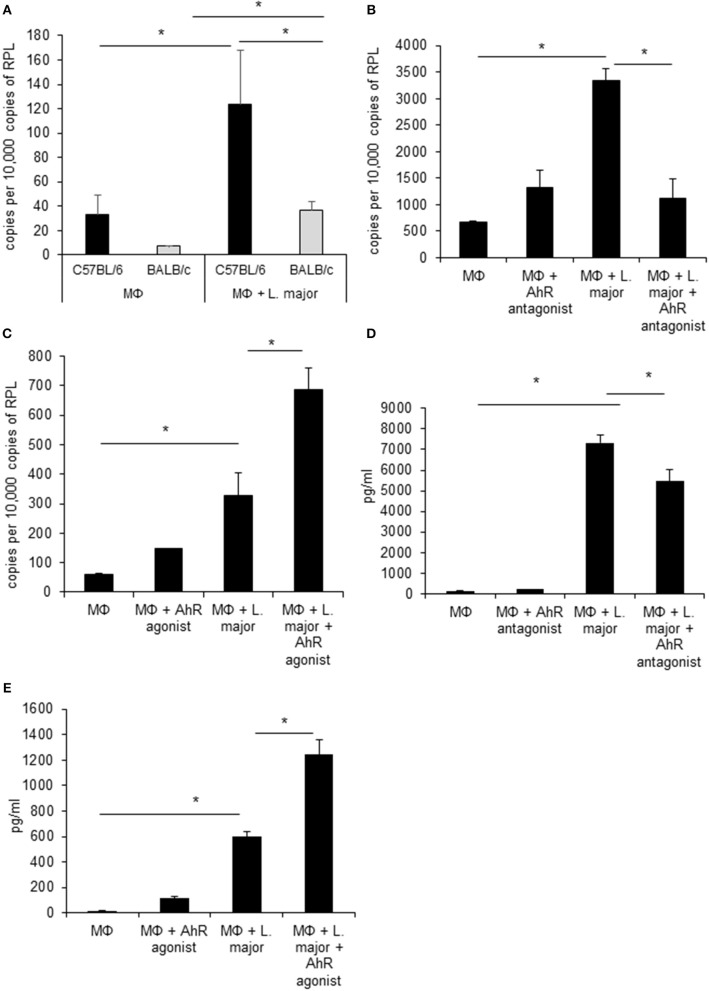
Infected granuloma macrophages express AhR upon infection with *L. major*, which regulates *Tnf* α expression and secretion. RT-PCR data showing differential induction of AhR in granuloma macrophages from C57BL/6 (black bars) and BALB/c mice (grey bars) infected with a 5 × MOI of metacyclic *L. major* for 24h **(A)**. RT-PCR of *Tnf* mRNA expression from C57BL/6 macrophages treated with AhR antagonist CH-223191 **(B)** and AhR agonist ITE **(C)** after incubation with a 5 × MOI of metacyclic *L. major* for 4 h **(B)**. TNF secretion by macrophages from C57BL/6 mice infected with *L. major* for 24 h in the presence of 30 nmol/ml AhR antagonist CH-223191 **(D)** and TNF secretion by macrophages infected with *L. major* for 24 h in the presence of 30 nmol/ml AhR agonist ITE **(E)**. ^*^p < 0.05, *n* = 3. Data shown is representative of three independent experiments with similar results.

### AhR Ligands Change Cytokine Secretion by *L. major* Infected Macrophages

Since AhR itself presents a transcription factor and AhR binding sites were overrepresented among *L. major*-induced genes, we checked for relevance of AhR in *Leishmania*-induced gene expression. To this end we analyzed gene expression of C57BL/6 derived GMΦ after treatment with AhR antagonist CH-223191. We observed a reduction in *Tnf* expression (Figure 1B). Conversely, treatment with the AhR agonist (2-(1*H*-Indol-3-ylcarbonyl)-4-thiazolecarboxylic acid methyl ester (ITE) caused a higher expression of *Tnf* in macrophages co-incubated with *L. major* for 4 h (Figure 1C). Subsequently, we analyzed the effects of AhR antagonist CH-223191 (Figure 1D) or AhR agonist ITE (Figure 1E) on production and release of TNF protein by infected GMΦ. As shown previously using intracellular FACS analysis in GMΦ (8), GMΦ secreted TNF protein upon *L. major* infection. As indicated by RT-PCR data we found reduced secretion of TNF protein by cells treated with AhR antagonist, while those treated with AhR agonist showed enhanced secretion. In terms of general macrophage function, FACS analysis with FITC-stained parasites indicates that most cells contain parasites after 4 h, regardless of AhR ligand treatment. Macrophages are usually not able to effectively eliminate parasites since *L. major* inhibits upregulation of inducible nitic oxide synthase necessary for parasite killing (37). Also, since it has been observed that *Ahr* knockout peritoneal macrophages produce less NO upon LPS/IFNγ stimulation (26), we analyzed parasite killing and NO production in *L. major*/IFNγ stimulated cells. However, incubation for 20 h in the presence of IFNγ revealed no obvious differences in killing between cells treated with agonist or antagonist and untreated cells (Figure 2A; Supplemental Figure 1). Similarly, *Leishmania*-induced NO production in IFNγ-stimulated cells was unaffected by treatment with either agonist or antagonist (Figure 2B).

**Figure 2:**
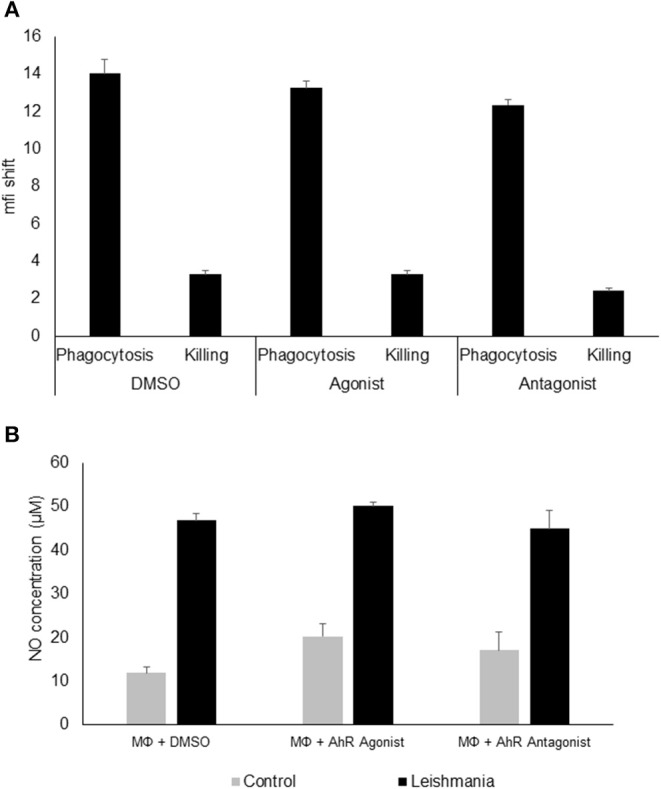
AhR ligands do not affect phagocytosis, killing or NO production in granuloma macrophages. FACS analysis of granuloma macrophages incubated with a 5 × MOI of FITC-stained metacyclic *L. major* parasites in the presence of DMSO (carrier control), AhR agonist ITE or AhR antagonist CH-223191 for 4 h (phagocytosis) and after washing and further 20 h incubation in the presence of 500 units rmIFNγ (killing). Graphs display the mean fluorescence intensity shift in the FITC channel gated on macrophages incubated with stained parasites as compared to uninfected controls **(A)**. Measurement of NO production of macrophages prestimulated with 500U of rmIFNγ for 1 d followed by infection with 5 × MOI of *L. major* for 24 h treated with AhR agonist ITE, AhR antagonist CH-223191 and carrier control (DMSO) in the presence of 500U of rmIFNγ **(B)**, *n* = 3.

### *L. major* Infected Human Blood Monocytes Do Not Upregulate *Ahr* but AhR Antagonist Treatment Reduces *Tnf* Expression

We also treated human monocytes co-incubated with *Leishmania* parasites with AhR agonist and antagonist in order to assess the translational potential of our findings in murine granuloma macrophages. We could not detect upregulation of *Ahr* in human monocytes from healthy donors in response to *in vitro Leishmania* infection (Figure 3A). While *Tnf* expression was induced in infected monocytes after 4 h, there was no additional effect of treatment with AhR agonist ITE (Figure 3B). However, we could observe a reduced induction of *Tnf* expression in human monocytes treated with AhR antagonist CH-223191 (Figure 3C). When measuring TNF secretion after 24 h using ELISA, variability was very high between samples and there were no differences reaching statistical significance. As the kinetics might be different between these cell types, we measured TNF secretion after 4 h and found no difference with agonist treatment (Figure 3D). When treated with AhR antagonist however, there was a trend toward reduced TNF secretion (Figure 3E), but it failed to reach our significance threshold with *p* = 0.06.

**Figure 3:**
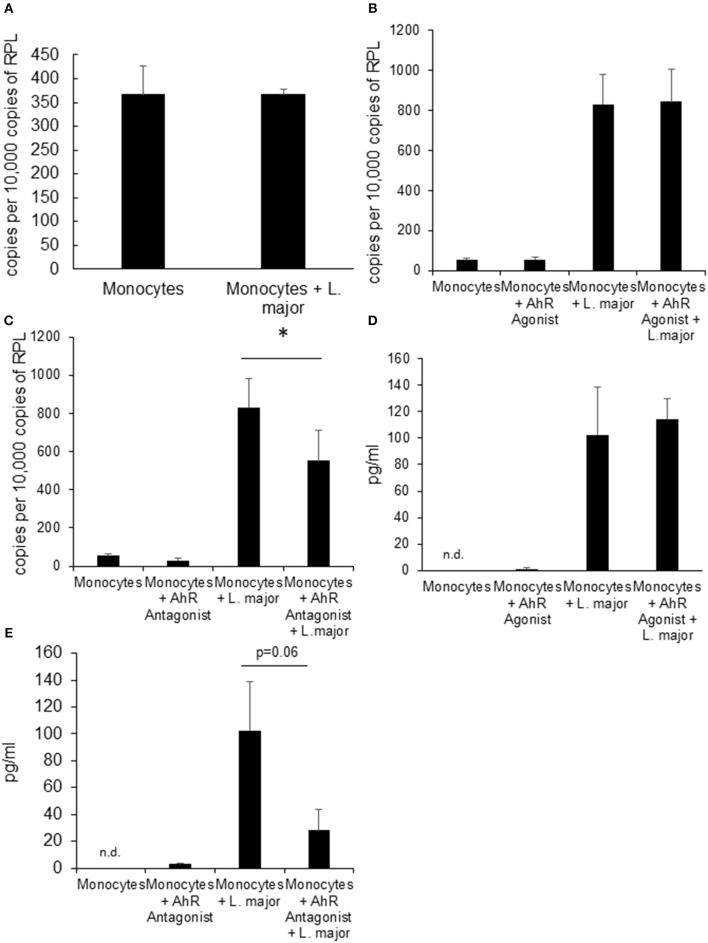
Human monocytes do not upregulate *Ahr* upon infection with *L. major* but treatment with AhR antagonist reduces *Tnf* expression. RT-PCR data showing no induction of *Ahr* in human blood monocytes infected with a 5 × MOI of metacyclic *L. major* for 24 h **(A)**. RT PCR of *Tnf* mRNA expression from human monocytes treated with AhR agonist ITE **(B)** and antagonist CH223191 **(C)** after incubation with 5 × MOI of metacyclic *L. major* for 4 h. TNF concentration in the supernatant of human blood monocytes infected with a 5 × MOI after 4 h of infection in the presence of AhR agonist ITE **(E)** and antagonist CH223191 **(D)**. The graphs represent cumulative data from 3 independent experiments from individual blood donors. ^*^p < 0.05.

### Treatment of Infected Mice With AhR Ligands Influences the Cytokine Milieu *in vivo*

Having shown that *Ahr* is involved in *L. major*-induced gene expression by macrophages and that it increases release of TNF, we addressed our concept that gene expression in macrophages is decisively involved in generating a resistance-inducing early cutaneous micromilieu *in vivo*. Since we had previously demonstrated that *L. major* infection resulted in an induction of cytokines in infected skin (5), we analyzed whether interference with AhR-signaling modulates induction of these cytokines. Therefore, we injected BALB/c mice with AhR agonist ITE during infection with *L. major* and measured expression of genes using *RT-PCR* of foot skin samples after 20 h. We observed a significant increase in expression of *Tnf, Cox2 Cxcl2* and *Cxcl10* (Figures 4A–D). We demonstrated AhR-dependent induction of both well-established (*Cox2*), but also novel AhR target genes (*Cxcl10*) in *L. major*-infected skin, while expression of other genes (*Il12, Il10, Il4, Il6, Il1*β*, Ccxcl11, Il1a*, and *Cxcl1*) was not influenced (data not shown). Thus, signaling by AhR selectively induces genes which are known to be markedly present in the early cutaneous micromilieu after *L. major* infection.

**Figure 4:**
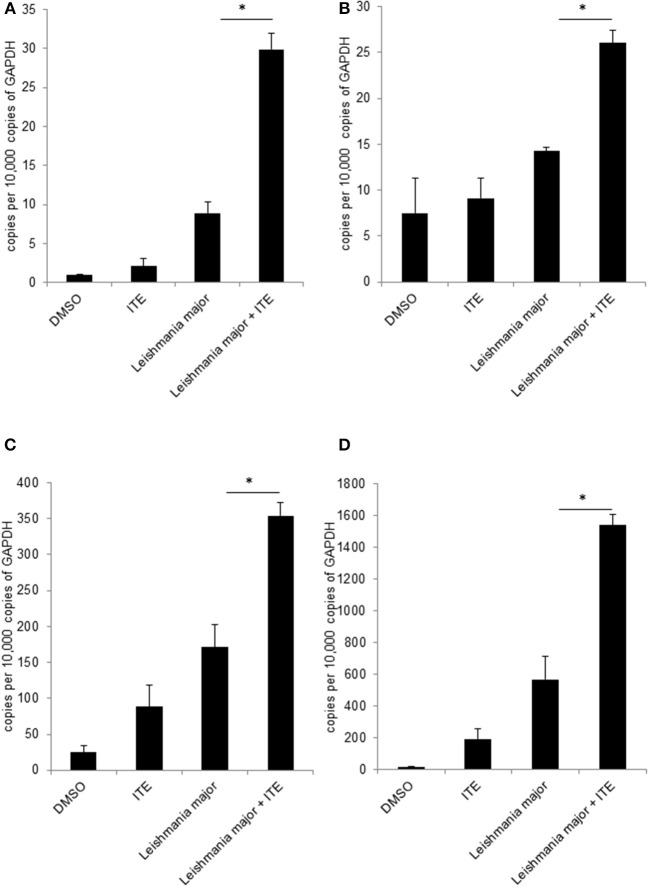
Early local AhR treatment changes the local cytokine milieu. Susceptible BALB/c mice were treated with 1 μl of 30 mM (30 nmol) solution of AhR agonist ITE during inoculation with 2 × 10^7^ *L. major*. Skin samples were taken after 20 h of infection for RT-PCR analysis. We show expression levels of *Tnf* **(A)**, *Cox2* **(B)**, *Cxcl2* **(C)** and *Cxcl10* **(D)**. ^*^p < 0.05, *n* = 3. Data shown is representative of three independent experiments with similar results.

### Treatment of Infected Mice With AhR Ligands Increases Resistance to *L. major* Infection in BALB/c Mice

Since increased *L. major*-induced gene-expression in C57BL/6 mice in comparison to BALB/c mice is associated with resistance (5) and AhR-induced TNF is one known decisive agent in leishmaniasis (38–41), we wondered if susceptible mice could benefit from local AhR activation during early leishmaniasis. Therefore, we treated susceptible BALB/c mice with AhR agonist ITE, given as a single injection at the time of infection, reflecting its rapid induction in GMΦ of resistant mice. We observed a rapid increase in footpad swelling typical for high dose infection with this *L. major* strain. Importantly, we observed a small, but significant reduction in foot swelling during the first weeks of infection (Figure 5A), and, more relevantly, also more than 4-fold reduced parasite loads in dLN after 4w of infection (Figure 5B). We did not detect differences in parasite loads earlier during infection (11d, not shown). However, we were able to demonstrate reduced secretion of Th2 cytokine IL4 by popliteal lymph node cells restimulated with soluble *Leishmania* antigen (SLA), both early after parasite inoculation (11d, Figure 5C) and in established infection (4w, Figure 5D). Secretion of Th1 cytokine IFNγ was increased early after parasite inoculation, but this difference did not reach statistical significance and could not be observed in established infection (Figures 5E,F). This indicates that the Th2 response in AhR agonist-treated BALB/c mice is diminished, albeit not completely switched toward a Th1 response. In agreement with this, both the differences in foot swelling and parasite loads diminished during prolonged infection after 4 weeks (data not shown). To ascertain the transient nature of AhR agonist single treatment- induced differences in lesional *Tnf* expression, we also measured *Tnf* expression in the skin after 3w of infection. While there is residual *Tnf* expression in the lesion at this time point, we found no difference between treated and untreated animals (Figure 6).

**Figure 5:**
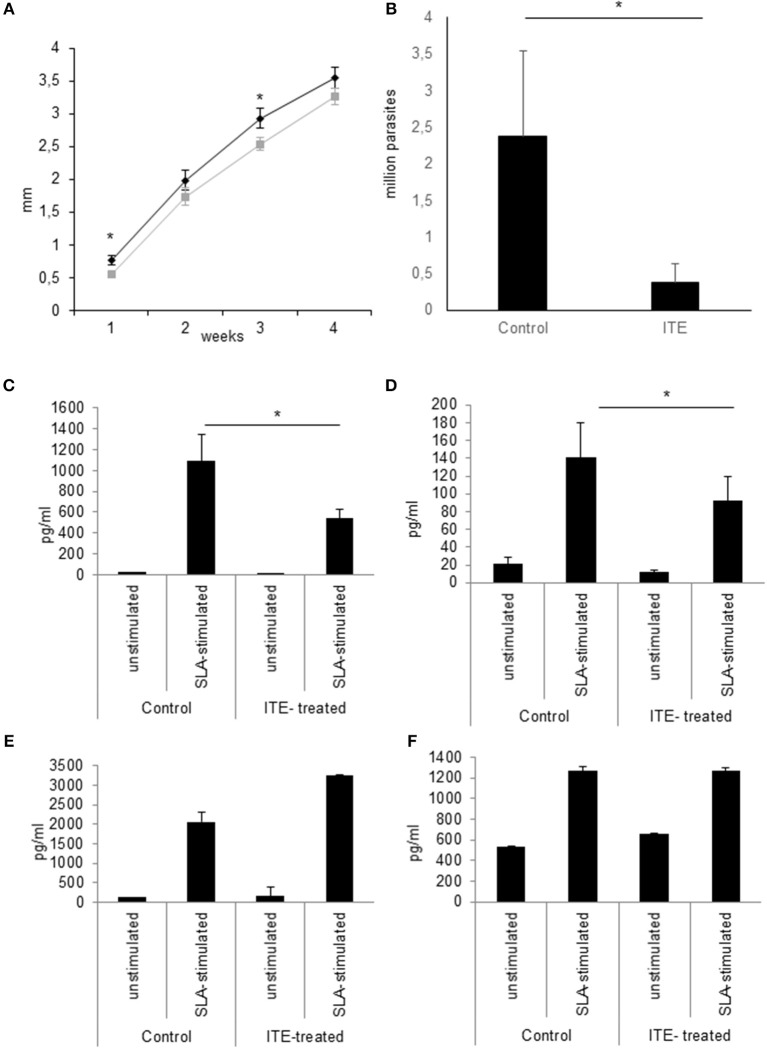
Early local AhR treatment reduces infection severity in susceptible animals Treatment of susceptible BALB/c mice (*n* = 5 per group) with 30 nmol of AhR agonist ITE during inoculation with 2 × 10^7^ *L. major*. Course of the infection was monitored by measuring the foot swelling in mm **(A)**. Differences in parasite dissemination were measured by limiting dilution assay of popliteal lymph node cells after 4w, *n* = 5 **(B)**. The quality of the T-cell response was assessed by measuring the secretion of Th2 cytokine IL4 by popliteal draining lymph node cells restimulated with soluble *Leishmania* antigen for 5d after 11d **(C)** and at w4 experiments **(D)**. Th1 cytokine IFNγ was measured accordingly **(E,F)**. ^*^p < 0.05, *n* = 5. Data shown is representative of 5 independent experiments with similar results.

**Figure 6:**
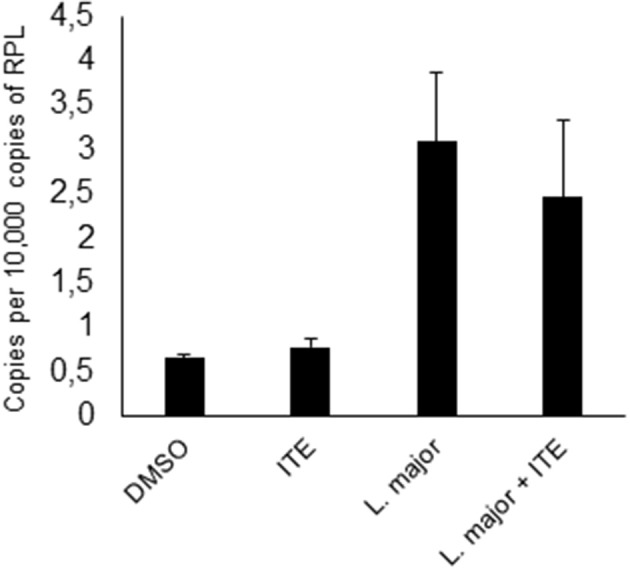
Early local AhR agonist- treatment induced differences in *Tnf* expression are transient. Susceptible BALB/c mice were treated with 1 μl of 30 mM (30 nmol) solution of AhR agonist ITE during inoculation with 2 × 10^7^ *Leishmania major*. Skin samples were taken after 3w of infection for RT-PCR analysis. *n* = 5.

## Discussion

In order to identify how macrophages contribute to the early cutaneous cytokine milieu, we analyzed *L. major*-induced gene expression profiles of tissue macrophages from resistant and susceptible mice. 

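Of 14 chemokine genes measured, Cxcl2, Cxcl1 and Ccl4 rose in C57BL/6 GMΦ (9 when adjusted over the list alone) and these and Ccl3 in BALB/c GMΦ (5 when adjusted over the list alone). Cxcl2 and Cxcl1, which draw in neutrophils, rose 26.2-fold and 20.8-fold in C57BL/6 GMΦ (adjusted p = 0.00144 and 0.00216 from limma) and 10.3-fold and 7.46-fold in BALB/c GMΦ (adjusted p = 0.0141 and 0.0226). Ccl4, which draws in monocytes and T cells, rose 15.9-fold and 8.99-fold (adjusted p = 0.012 and 0.04). Without C57BL/6 experiment 1 the log2 change in C57BL/6 GMΦ was 5.42 for Cxcl2 and 2.71 for Ccl4 (adjusted p = 0.0107 for each), and for Ccl4 4.70 without experiment 3 (adjusted p = 0.0295). In BALB/c GMΦ the adjusted p without BALB/c experiment 3 was 0.1 for Cxcl2 (log2 2.64) and 0.131 for Cxcl1 (log2 2.23), and without experiment 1 Cxcl1 had a log2 change of 3.77 (adjusted p = 0.00407). The list shifted upward in both strains (camera adjusted p = 2.13e-06 and 5.11e-06, against adjusted p = 0.118 and 0.205 with an estimated correlation).
Of 11 genes of classical macrophage activation, 4 rose in C57BL/6 GMΦ and Tnf alone in BALB/c GMΦ (5 and 4 when adjusted over the list alone). In camera's test of the list the adjusted p was 5.64e-05 and 0.000862, against adjusted p = 0.111 and 0.193 with an estimated correlation. Acod1, the enzyme that makes itaconate, rose 10.4-fold in C57BL/6 GMΦ (adjusted p = 0.00558), with a fold of 2.83 in BALB/c GMΦ (adjusted p = 0.12), and a fainter probe set gave 9.16-fold and 4.38-fold (adjusted p = 0.000947 and 0.0139). Without C57BL/6 experiment 2 its log2 change in C57BL/6 GMΦ was 2.45 (adjusted p = 0.00195). Of 9 genes of alternative activation none passed in either strain (limma, unadjusted p under 0.05 in 4 and 3, 0 by the paired test of the methods, and when adjusted over the list alone 0 in C57BL/6 and 1 higher and 1 lower in BALB/c). The camera adjusted p was 0.497 and 0.873. Of 10 genes of the Toll-like receptor pathway, Cd14 alone rose in each strain, 1.90-fold and 1.94-fold (adjusted p = 0.0249 and 0.0342, and 2 and 1 when adjusted over the list alone). Camera gave the list an adjusted p of 0.000622 and 0.00791, against adjusted p = 0.116 and 0.228 with an estimated correlation. Tnfsf9, a costimulatory ligand of T cells, rose 3.55-fold and 4.93-fold (adjusted p = 0.0346 and 0.0226).
Il10 did not pass the test, with folds of 4.03 in C57BL/6 GMΦ (adjusted p = 0.0875) and 2.79 in BALB/c GMΦ (adjusted p = 0.198). Il6, Il12a, Il12b, Cxcl10, Nos2, Ifng, Il4 and Il13 lay below the filter. Without the filter Il6 had log2 changes of 0.64 in C57BL/6 and 0.78 in BALB/c GMΦ and Nos2 of 0.39 and 0.32, none of them past the test (adjusted p = 0.833, 0.779, 0.789 and 0.835).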

Using this experimental approach, we demonstrated that *L. major* infection caused a marked induction of several immune modulatory genes in tissue macrophages from both mice strains. Different macrophage subtypes respond differently to *L. major* and so far, *L. major*-induced gene expression profiles were analyzed using bone marrow-derived or peritoneal macrophages. In contrast to data from bone marrow macrophages infected for 24 h (13), we did not detect a general suppression of gene expression, but the number of repressed and induced genes was rather similar after 4 h of infection. This supports the observation that a dominant suppression of macrophage gene expression occurs only during prolonged infection (13).

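Among the probe sets called, 57.4% were higher in C57BL/6 GMΦ and 54.1% in BALB/c GMΦ. The share was 67.8% and 59.8% after quantile normalization and 66.4% and 68.8% with the arrays centred on their medians, which left 87 higher and 44 lower in C57BL/6 GMΦ and 53 and 24 in BALB/c GMΦ. It was below 50% in both strains with the paired test of the methods (47.9% and 42.4%), and was 56.4% and 40.9% without the block for pairs and 55.1% and 45.1% with the experiment as block. Without C57BL/6 experiment 1 it was 86.7% in C57BL/6 GMΦ, and without BALB/c experiment 2 it was 48.1% there and 72.2% in BALB/c GMΦ. With each strain alone it was 51.2% in C57BL/6 GMΦ and 100% in BALB/c GMΦ (14 higher and 0 lower in limma, 971 at an unadjusted p under 0.05, and 72 and 98 with the paired test of the methods). Of the probe sets called for the average effect of both strains, 234 were higher and 369 lower. Over all 7436 probe sets tested, the median log2 change was -0.06 in C57BL/6 GMΦ and -0.08 in BALB/c GMΦ. As each array was scaled to nearly the same trimmed mean, these medians cannot decide whether expression fell in general.
Of 35 genes of oxidative phosphorylation none passed in either strain (limma, 0 when adjusted over the list alone, unadjusted p under 0.05 in 2 and 2, 0 by the paired test of the methods). For the list as a whole the camera adjusted p was 0.668 and 0.684. Of 12 MHC class II genes none passed (limma, 0 when adjusted over the list alone, unadjusted p under 0.05 in 1 and 2, 0 by the paired test of the methods). In camera's test of the list the adjusted p was 0.131 and 0.538. Of 24 macrophage identity genes Irf8 alone changed in each strain, and fell (1 and 1 when adjusted over the list alone). The camera adjusted p was 0.668 and 0.586. Of 25 cell cycle genes Gmnn alone fell in each strain (2 and 1 when adjusted over the list alone). Camera gave the list an adjusted p of 0.369 and 0.729. Of 28 genes of the type I interferon response, Irf1, a transcription factor, rose 2.34-fold and Psmb9, a subunit of the immunoproteasome, fell by 0.77 on the log2 scale in C57BL/6 GMΦ (adjusted p = 0.00569 and 0.0412, and 2 higher and 5 lower when adjusted over the list alone). None passed in BALB/c GMΦ (limma, 0 when adjusted over the list alone, unadjusted p under 0.05 in 6, 0 by the paired test of the methods). For the list as a whole the camera adjusted p was 0.497 and 0.288.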

Upregulation of several inflammatory cytokines has been seen as part of a global gene expression response in bone marrow-derived macrophages from resistant and susceptible strains infected with a Tunisian isolate of *L. major* (42). Their *L. major*-induced gene expression profile was otherwise distinct from our results. These differences probably reflect the heterogeneity of different macrophage and parasite populations and stress the importance of clarifying the physiological significance of *in vitro* data using *in vivo* models.

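The size of the response was compared over 603 probe sets called for the average infection effect of both strains, 234 higher and 369 lower, a choice that favours neither strain. Of these, 351 changed more in C57BL/6 GMΦ, and the median difference, signed by direction, was 0.08 on the log2 scale. The mean signed response per experiment was 1.03 ± 0.127 (SD, n = 3) in C57BL/6 GMΦ and 0.915 ± 0.105 (SD, n = 3) in BALB/c GMΦ (exact permutation test, 2-sided, p = 0.3, where 3 against 3 cannot go below 0.1). The response of Il1b was larger in C57BL/6 GMΦ by 2.31 on the log2 scale (unadjusted p = 0.0136 from limma), that of Junb, a part of AP-1, by 1.04 (unadjusted p = 0.00643) and that of Serpinb2, an inhibitor of urokinase, by 1.68 (unadjusted p = 0.00607). For Egr2 and Ccl3 the difference was -0.70 and -0.43 (unadjusted p = 0.0785 and 0.534). The adjusted p was 0.999 for each of these genes. In uninfected GMΦ Serpinb2 was called lower and Egr2 higher in C57BL/6 than in BALB/c. Without C57BL/6 experiment 3 the median difference was 0.20, and without BALB/c experiment 1 it was -0.07.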

In our *L. major*-induced gene expression profile we found that most genes were similarly regulated in resistant and susceptible mice (Table 1). Only eight genes showed strain-specific differences, among them the transcription factor *Ahr*, which was more strongly upregulated in macrophages from resistant animals. 

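The rise of Ahr was larger in C57BL/6 GMΦ by 0.95 on the log2 scale (standard error 0.44), a 1.93-fold ratio, with the larger response in C57BL/6 in 3 of 3 experiments. Its p in limma's test of the strain difference was 0.0584 unadjusted, 0.999 adjusted over all probe sets and 0.0701 when adjusted over the list alone, a list that the study chose on these samples. In uninfected GMΦ the strains differed in Ahr by 0.14 on the log2 scale (adjusted p = 0.856).
Of 5 genes of the AhR complex, Ahr alone rose in C57BL/6 GMΦ and Ahr and Hsp90aa1 in BALB/c GMΦ (2 and 2 when adjusted over the list alone). In camera's test of the list the adjusted p was 0.167 and 0.214. Hsp90aa1, a chaperone that holds AhR in the cytoplasm, rose 2.04-fold in BALB/c GMΦ (adjusted p = 0.0349) and had a fold of 1.54 in C57BL/6 GMΦ (adjusted p = 0.114). Of 9 AhR target genes, Serpinb2 rose 6.34-fold and Ahrr fell by 1.72 on the log2 scale in C57BL/6 GMΦ (adjusted p = 0.00437 and 0.0408, and 1 and 1 when adjusted over the list alone), with a log2 change of 3.29 for Serpinb2 without C57BL/6 experiment 2 (adjusted p = 0.000964). Tiparp rose 2.79-fold in BALB/c GMΦ (adjusted p = 0.0373, and 2 higher and 2 lower when adjusted over the list alone), with no shift of the list (camera adjusted p = 0.244 and 0.19). Ahrr encodes a repressor of AhR and Tiparp a poly-ADP-ribosyltransferase that dampens AhR signalling. For Tiparp in C57BL/6 GMΦ the fold was 1.23 (adjusted p = 0.634, with a log2 change of -0.06 without C57BL/6 experiment 3), and its strain difference was -1.18 (unadjusted p = 0.0156, adjusted p = 0.999). At the setting of the methods' paired test, the unadjusted p of the strain difference of Ahr was 0.0341.
From the induction of Ahr, together with AhR binding sites in promoters of upregulated genes, the paper proposes that AhR could take part in regulating *L. major*-induced gene expression in macrophages.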

AhR is emerging as an important regulator in host defense and homeostasis [for a review, see (43)]. It was also recently described as a regulator in macrophage polarization (26) and several publications have reported a role for AhR in resistance to experimental Leishmaniasis (24, 35, 36).

Since *Ahr* expression was induced, and since we also found a significant overrepresentation of AhR binding sites among promoter regions of genes upregulated by *L. major* infection, we expected that AhR could be involved in regulating *L. major*-induced gene expression in macrophages. Both positive and negative interaction with important inflammatory transcription factors like the Nf-kappa-B family in myeloid cells have been described for AhR (44). AhR activity has been shown to attenuate macrophage cytokine production in response to LPS (25, 32, 34). Similarly, peritoneal macrophages from *Ahr* knockout mice produced higher amounts of TNF and other cytokines in response to IFNγ and LPS and showed lower expression of M2 markers upon IL4 stimulation (26). Importantly, while TNF is induced in LPS-stimulated *Ahr* knockout macrophages, production of NO is inhibited, indicating an ambiguous nature of AhR-signaling in terms of macrophage functions relevant for Leishmaniasis. There are also reports that AhR ligand TCDD induces TNF production in the human macrophage cell line THP1 via the AhR pathway (45), underlining the complexity of the relationship of AhR activity with TNF production.

We now demonstrate that activation of AhR using non-persistent pharmacological AhR agonist ITE enhances TNF production in GMΦ, while treatment with AhR antagonist CH-223191 diminishes TNF production during *L. major* infection. This is seemingly contradictory to the upregulation of TNF observed in IFNγ/LPS- stimulated macrophages from *Ahr* knockout mice, which would suggest a suppressive role of AhR in macrophage TNF secretion (26), but as mentioned above, TCDD induces TNF in human THP1 cells via activation of AhR (45), so whether AhR activity induces or suppresses TNF might well-depend on the specific macrophage type, activation status and stimulus. The observation that *Ahr* knockout peritoneal macrophages produce less NO upon LPS/IFNγ stimulation (26) indicates that AhR activity enhances NO production in macrophages. However, in our experiments, IFNγ- activated granuloma macrophages treated with AhR ligands did not exhibit changes in NO secretion upon infection with *L. maj*or. The lack of difference in NO production was accompanied by a lack of difference in parasite load of infected, IFNγ-activated macrophages treated with either ligand. These differences in macrophage responses might again reflect the heterogeneity of macrophage subtypes and response patterns to different stimuli (46).

We also tested the role of AhR-signaling in human monocytes. *Ahr* mRNA was not upregulated in human blood monocytes upon infection but AhR antagonist significantly reduced expression of *TNF* mRNA while agonist treatment had no effect. Thus, the effects were not analogous to the response of murine granuloma macrophages but the reduction of *TNF*-mRNA nevertheless indicates a possible role of AhR-signaling in human *L. major* infected monocytes. These data are not yet sufficient to support the concept that AhR-signaling has pathophysiological effects in human leishmaniasis. Extensive studies using different human monocyte/macrophage populations and parasite strains are needed to answer this question.

Thus, as *in vitro* data on AhR-signaling suggest both positive and negative effects on macrophage activation, and our own data suggested a positive regulation of *Leishmania*-induced cytokine secretion by AhR, we then investigated the relevance of AhR-signaling during *L. major* infection *in vivo*. Analyzing the effect of AhR activation on cytokine expression in infected skin, we found that AhR agonist indeed also induced expression of *Tnf in vivo*. We also observed AhR-dependent regulation of *Cxcl10* and *Cxcl2*. We have previously demonstrated that *Tnf*, *Cxcl10* and *Cxcl2* are all more prominently expressed in the skin of resistant animals (5) and could therefore contribute to resistance. Other, already confirmed early regulatory cytokines like Il4, Il6, Il12, and Il1a (3, 5, 47) were not affected by ITE treatment.

Thus, AhR activity contributes to the early skin cytokine milieu. Since we previously had demonstrated the relevance of the early cutaneous cytokine milieu for the subsequent development of resistance (5, 6), we speculated that early AhR-dependent signaling also influences the course of infection. Indeed, when we treated susceptible BALB/c mice with AhR agonist ITE at the first day of infection we observed a small, but significant reduction in footpad swelling during the first and third week of infection. No more differences in footpad swelling were observed after 4w, but we found more than 4-fold reduced numbers of parasites in skin dLN. We also found a significant~50% reduction of *L. major*-specific IL4 secretion by restimulated dLN-cells in the early phase of Th differentiation. The relative reduction in IL4 secretion by ITE treatment was still observable after 4w, albeit not as pronounced. We observed no concomitant increase of IFNγ secretion. The reduced levels of IL-4 could enhance macrophage effector functions and explain the lower numbers of living parasites in draining lymph nodes. Thus, we show significant and matching effects on footpad swelling, parasite levels and the Th2 response during the first weeks of infection after a very short and local treatment with non-persistent AhR agonist only at the time of parasite inoculation. Therefore, our experiments indicate that AhR activation in skin of susceptible mice enhances early resistance against *L. major* by diminishing the Th2 response, but is not sufficient to reverse the genetic susceptibility toward the parasite.

Significant involvement of AhR-signaling in immunity (23, 33, 48) is established for infection with e.g., influenza and toxoplasma. There are also some data on the relevance of AhR for experimental leishmaniasis. *Ahr* knockout mice on a resistant background showed increased resistance compared to wildtype animals (24). On the other hand, oral treatment of infected mice with persistent AhR ligand 2,3,7,8-Tetrachlorodibenzo-p-dioxin (TCDD) lead to a slower disease progression and lower parasite numbers not only in BALB mice, but also in Skid mice lacking T-cells, indicating that TCDD-induced changes in AhR activity in innate immune cells are relevant for AhR-mediated resistance (35).

While these studies demonstrate that AhR-signaling can influence experimental leishmaniasis, seemingly both positively and negatively, and in case of peritoneal knockout macrophages, at the same time, they focus neither on the function of AhR-signaling during the early crucial phase of infection nor on the relevance of AhR-signaling at the site of infection. The work by Elizondo et al. using *Ahr* knockout mice on a resistant background found that systemic absence of AhR caused a decrease in FoxP3+ regulatory T-cells in infected animals in the 4th and 6th week of infection and a concomitant increase in IL10 secretion by restimulated pLN cells after 6w, while Leishmania Ag specific secretion of IFNγ and IL4 were not affected in infected animals (24). Moreover, *Ahr* knockout mice had higher serum levels of TNF in the blood prior to and also during infection. The source of TNF production was not specifically determined. Since in our experiments AhR was only activated locally in the early phase of infection prior to the development of the Th-cell response, these results are not necessarily contradictory to our observed beneficial effect of early local AhR activation, especially because there is evidence for AhR activity-dependent induction of TNF secretion in macrophage like cells (45). The permanent absence of AhR-signaling in all immune cells including T-cells does not allow for analyzing time- or location-dependent effects. In those studies using animals treated systemically with permanent AhR ligand TCDD, AhR is permanently activated. Since effects of TCDD were also seen in SCID mice, this argues for T-cell independent effects of AhR-signaling in experimental leishmaniasis. However, significant differences in parasite numbers were only observed after 4 weeks using high doses of TCDD in a low dose infection model and may therefore reflect the prolonged activation of AhR in this model which is in contrast to the transient activation by ITE in our experiments. Also, there is recent evidence from *Ahr* knockout rats suggesting that the classical AhR ligand TCDD has AhR independent effects on a number of immune cells like CD11^+^ cells (49). Thus, the results from experiments using the TCDD are not in contrast to our results indicating an effect of early local AhR-signaling on Th-cell differentiation.

Our data newly establish that the local signaling by AhR increases resistance early during experimental leishmaniasis. It may exert these effects by influencing mechanisms of both innate and adaptive immunity. It has long been known, that early TNF production is required for resistance (38–41). Thus, enhanced expression of TNF by infected GMΦ might contribute to the increased early resistance in our *in vivo* experiments. TNF is necessary to facilitate the leishmanicidal properties of macrophages by inhibiting the IL4-induced production of Arg1 (50). Here, the lesional macrophage phenotype of TNF-deficient animals closely resembled that of susceptible BALB/c mice, so AhR activation might ameliorate the low leishmanicidal phenotype by boosting local TNF secretion. However, this effect can only be responsible for the very early difference in footpad swelling, as ITE is not a persistent AhR ligand and we have shown that TNF levels do not remain higher in ITE-treated animals during the height of infection.

With respect to adaptive immunity, we used ITE, a non-persistent AhR agonist which does not lead to TCDD-induced lymphocyte suppression and toxicity. We demonstrate significantly reduced *L. major*-specific secretion of IL4 by dLN-cells and therefore a diminished early Th2-response. We already demonstrated that differences in the early skin micromilieu correlate with differences in cytokine secretion from dendritic cells in skin draining lymph nodes (5). Thus, a similar effect of AhR-signaling on adaptive immunity via the altered skin cytokine milieu and dendritic cells is possible. The exact mechanisms of AhR-dependent effects on adaptive immunity have to be revealed in further studies.

In summary, our experiments demonstrate the relevance of AhR-signaling for cytokine expression in murine macrophages. We also demonstrate that AhR antagonist treatment reduced *L. major* induced *TNF* mRNA expression in human monocytes, indicating a possible role of AhR-signaling in the response of human monocytes to this parasite. *In vivo* we demonstrate the relevance of AhR-signaling in skin during *L. major* infection and provide further evidence for a relevance of the early skin micromilieu in instructing resistance to *L. major*.

Importantly, we showed that local treatment with a non-toxic, non-persistent, physiological AhR ligand had beneficial effects on experimental leishmaniasis in susceptible mice, opening possibilities of further studies on the effects of AhR-signaling in infectious diseases like leishmaniasis.

## Data Availability Statement

The array data generated for this manuscript was uploaded to the NCBI GEO repository under accession number GSE127541: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127541.

## Ethics Statement

Human monocytes were isolated from fresh human blood leukocyte reduction chambers of platelet apheresis sets from healthy, voluntary whole blood donations after informed consent of the donors according to the regulations of the blood bank of the University Hospital Münster. Leukocyte reduction filters were anonymized prior to delivery from the blood bank in line with the ethics code provided by the scientific and ethics committee of the University of Münster.

## Author Contributions

N-AM, JR, CS, and JE contributed to the design and conception of the study. JE acquired and analysed array data. N-AM acquired and analysed all other data. N-AM wrote the first draft of the manuscript. N-AM, JE, and CS wrote sections of the manuscript. N-AM, JR, CS, and JE contributed to manuscript revision, read, and approved the submitted version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Aryl Hydrocarbon Receptor-Signaling Regulates Early Leishmania major-Induced Cytokine Expression
**Source:** Front Immunol. 2019 Oct 15;10:2442. doi: 10.3389/fimmu.2019.02442
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Table 1

# Supplementary Table 2

How the deposited data were processed for this re-analysis (not part of the article)

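RNA of GMΦ from C57BL/6 and BALB/c mice, infected with *L. major* for 4 h at an MOI of 5 or left uninfected, was measured on 12 Affymetrix Murine Genome MG_U74Av2 arrays, 3 for each strain and treatment. Samples were grouped by the strain, infection status and number in the deposited labels, and an infected array was paired with the uninfected array of the same strain and number, since the methods analyse each infected sample against its corresponding control. As a check of the pairing, residuals of the infected and the uninfected array of a pair had correlations of 0.34, 0.47 and 0.41 in C57BL/6 and 0.001, 0.02 and 0.37 in BALB/c, and in BALB/c experiments 1 and 2 a control of another experiment gave 0.073 and 0.27, so the pairs rest on the methods and the labels. H2-Ea served as a check of the strain labels. The methods state independent experiments, and whether these used separate animals is not stated, so the p-values measure the spread between these samples.

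The authors scanned each array and computed a MAS5 signal, an intensity on a linear scale, with MicroArray Suite Software 5.0, and scaled each array. The 2%-trimmed means were 99.09 to 99.9 and the medians 21.8 to 29.4, and the arrays were used as deposited. Correlations between arrays were 0.922 to 0.963. Values of 0, of which there were 64, were set to 0.1 and all values taken to log2. Of 12460 probe sets, 66 Affymetrix controls were left out, and the 7436 with a mean log2 signal above the 40th percentile were tested. Of all probe sets 10828 were listed with 1 gene, 396 with several genes and 1236 with none. The tested probe sets held 6702 with 1 gene, which stood for 5600 genes, and a gene with several probe sets, as for 946 genes, was represented by the one with the highest mean signal.

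limma 3.58.1 in R 4.3.3 fitted all 12 arrays with a block for the 6 pairs and 1 infection effect per strain, with a trend of the variance with intensity. The strain difference of the responses was the difference of these effects. Uninfected cells of the strains were compared with the experiment number as block, since strain is constant within a pair. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold. The size of the responses was compared with an exact permutation test of 3 against 3 experiments, for which the smallest p is 0.1.

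Gene lists were written before the data were examined and tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and counts were also adjusted over the list alone. The lists were chemokines, inflammatory cytokines, the NF-kappa B pathway, immediate early and AP-1 genes, the type I interferon response, AhR target genes, the AhR complex, the oxidative stress response of NRF2, cholesterol synthesis, cholesterol efflux and LXR targets, glycolysis, oxidative phosphorylation, apoptosis, prostaglandin and leukotriene synthesis, classical and alternative activation, the Toll-like receptor pathway, MHC class II, lysosome, heat shock proteins, iron and metallothionein, matrix proteases and inhibitors, ribosome biogenesis, cell cycle, macrophage identity genes, and markers of dendritic cells, B cells, T and NK cells, neutrophils, eosinophils, mast cells, fibroblasts, endothelial cells, keratinocytes and erythroid cells. No eosinophil marker passed the filter. Table 1 and the parts of the supplementary tables held here were further lists, which the study chose on these samples.

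Genes named in the text were chosen by a rule fixed before the data were examined: those of Table 1 and of the paper's text, for each strain the 8 genes with the largest rise and the 8 with the largest fall that moved the same way in all 3 experiments, the 6 largest each way between uninfected cells, up to 4 members of each list with the smallest p, and H2-Ea. The folds of Table 1 and of the supplementary tables had been seen when the rule was written. Further genes named in the text were chosen after their values were seen.

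Alternatives were quantile normalization, centring on array medians, no filter and a filter at the 60th percentile, a pseudocount or a floor of 3.5, no trend of the variance, a robust fit, no block, the experiment as block, each strain alone, no fold minimum and a 2-fold minimum, the paired test of the methods with and without Benjamini-Hochberg adjustment, leaving out each experiment of a strain, camera with an estimated correlation, fry and the mean over the probe sets of a gene. The paired test of the methods was computed at an unadjusted p under 0.05 and at least 1.5-fold in the mean and in every experiment, and for the strain difference of the log ratios at 1.5-fold in the mean. The methods also require a change p under 0.05 and expression over background in every experiment, which were not applied, as the table used holds no such calls. The methods name signal log ratios with control samples as baseline. Here differences of log2 signals of single arrays stood in for these ratios. In simulated data of 7436 probe sets with 200 changed, 12.2% of 1.5-fold, 67.2% of 2-fold and 97.3% of 4-fold changes of 1 strain were found, with 5.2 false calls per run, and 1.19%, 29.3% and 83.6% of strain differences of the same sizes, with 7 false calls. A gene list shifted 1.5-fold was called in 5 of 5 simulated runs, with 0.4 other lists on average. These runs cannot tell how many list shifts on the arrays hold, as 0 of 23 were left with an estimated correlation.

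Some results are left out of the text because they name items withheld for evaluation. Promoter motifs were not analysed here, as no genome sequence was at hand, and neither were the paper's PCR, protein, inhibitor and human monocyte data. The number of arrays limits the precision.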

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

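Of the tests in this part, the one of array scaling for the NF-kappa B genes and the one of low signals for Ifi202b were chosen after the result was seen, and the pairs left out in the test of RNA quality were chosen after seeing the data, with the bounds of that test set before its own value was computed.

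Genes of the NF-kappa B pathway rose more in C57BL/6 than in BALB/c GMΦ as a list (camera adjusted p of the strain difference 0.0016), 17 of 22 members with the larger response in C57BL/6 and a median difference of 0.35 on the log2 scale. With an estimated correlation the list's adjusted p was 0.575, and no member passed limma's test alone (unadjusted p under 0.05 in 1). Scaling of the arrays is argued against as the whole cause, since the highest adjusted p under quantile normalization and centring was 0.00857. RNA quality stays open, as the median difference without the pairs with the highest actin 3'/5' ratios was 0.253 (interval 0.105 to 0.522). A higher starting level in uninfected BALB/c GMΦ cannot be told apart from a larger response either. Between uninfected cells 6 of 22 members were higher in C57BL/6 GMΦ, with a median difference of -0.258 (interval -0.496 to -0.122). Between infected cells the median difference was 0.216 (interval -0.0603 to 0.286). These 95% intervals come from resampling the list's members and leave out the spread between experiments. A strain difference in signalling was not tested.

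In the same test between the strains, lists of inflammatory cytokines (camera adjusted p = 0.0459, and the other direction at 0.966 without the filter), matrix proteases and inhibitors (0.0459), heat shock proteins (0.0464), prostaglandin and leukotriene synthesis (0.0464) and ribosome biogenesis (0.0391) had the larger response in C57BL/6 GMΦ, and lists of lysosome (0.0258), dendritic cell marker (0.0444) and glycolysis genes (0.0444) the larger in BALB/c GMΦ. None of these holds with an estimated correlation (adjusted p of 0.575 or more), and none of their members passed limma's test of the strain difference alone.

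Some genes moved up in every experiment of one strain and down in every experiment of the other, which is not a test of the difference. For Cxcl10, a chemokine below the filter, the log2 difference was 1.57 (C57BL/6 1.18 to 1.24, BALB/c -0.994 to -0.041). For Il12b, below the filter too, it was -1.08 (C57BL/6 -0.496 to -0.0589, BALB/c 0.11 to 2.17). For Ifi202b it was 3.71 (standard error 0.47, adjusted p = 0.111), with C57BL/6 at 2.54 to 3.94 and BALB/c at -0.791 to -0.00469. In C57BL/6 GMΦ the signals of Ifi202b were 0.3 to 0.6 uninfected and 3.5 to 5.4 infected, all under the filter cut of 12.96. It passed the filter through its BALB/c signals of 303.7 to 955.5. With low signals raised to a floor of 3.5 the difference for Ifi202b was 0.637 (standard error 0.33, adjusted p = 0.999), so that signals near 0 in C57BL/6 GMΦ and a response of the gene cannot be told apart.

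Uninfected GMΦ of the strains, which the paper does not compare on the arrays, differed at 230 probe sets higher and 168 lower in C57BL/6, against 64 and 48 without BALB/c experiment 3, 67 and 56 without C57BL/6 experiment 3, 119 and 139 without C57BL/6 experiment 2, and 89 and 75 with each strain alone. Among the largest on the log2 scale were Chil3, a chitinase-like protein (5.56), Nnmt (3.18), C1qb, a complement subunit (3.01, with 0.07 at another probe set), Tnfaip8 (2.95), Wfs1 (2.84) and Snhg6 (2.76) higher, and Ifi202b (-10.6), Hal (-7.15), Pdxdc1 (-7.1), H2-Ea (-6.77, the check of the strain labels), Plac8 (-6.56) and Ifit2 (-5.38) lower. With low signals raised to a floor of 3.5 the difference was -7.54 for Ifi202b, -6.80 for Pdxdc1 and -4.94 for Ifit2 and stayed the same for Hal, H2-Ea and Plac8, and with the pseudocount it was -7.38 for Ifi202b, -6.51 for Hal, -5.96 for Pdxdc1, -5.97 for H2-Ea, -6.30 for Plac8 and -4.62 for Ifit2. Sequence variants of a strain under single probe sets are argued against as the whole cause of the direction, for the 81 called genes with another probe set. Of their 95 other probe sets 80% pointed the same way, with 70.5 to 87.5 as an interval that takes probe sets as independent. Their median log2 difference in the called direction was 0.344, and 8 were opposite by at least 1.5-fold. A test of sign cannot tell whether the sizes are repeated. Sequence variants stay open for single genes, as for Pdxdc1, where other probe sets gave 3.83 and 2.70. A biological difference of the strains at rest was not tested.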

How the results depend on the processing

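Leaving out the pairs with the highest actin 3'/5' ratio for the counts was chosen after seeing the data, as were leaving out experiments for the gene lists, the methods' paired test of the strain difference without the filter, and the count of strain differences among called probe sets. Ahr in C57BL/6 GMΦ stayed past the threshold under every alternative that gives it a value except the methods' paired test after Benjamini-Hochberg adjustment (3.02, adjusted p = 0.288), which left no probe set called (0 for every count, and 0 named genes; adjusted p = 0.466 for Ahr at 2.07 and for Tnf at 2.73 in BALB/c GMΦ, and 0.312 for Tnf at 3.60 in C57BL/6 GMΦ). In BALB/c GMΦ, Ahr (2.07) did not pass without a trend (adjusted p = 0.0574) or with each strain alone (0.0854), and Tnf (2.73) did not pass without a trend (0.0745), without the block (0.103) or with the experiment as block (0.0899), alternatives that cannot change the log2 change itself. With experiments left out the log2 change was 1.81 to 2.26 for Ahr and 2.40 to 2.99 for Tnf in BALB/c GMΦ, and for Tnf in C57BL/6 GMΦ 2.95 (without C57BL/6 experiment 1) to 4.13 (without experiment 2). The strain difference of Ahr of 0.95 passed at an adjusted p under none of the alternatives, and the methods' paired test, which is read at an unadjusted p, gave 0.0341. The 60th percentile filter leaves out Ahr.

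Counts of probe sets follow in the order higher and lower in infected C57BL/6, then higher and lower in infected BALB/c GMΦ. Without the pair block they were 53, 41, 9 and 13, and with the experiment as block 75, 61, 32 and 39. They were 52, 36, 0 and 0 without a trend, 87, 44, 53 and 24 with centring, and 94, 51, 52 and 33 at 2-fold. Without the filter they were 113, 63, 47 and 31, with each strain alone 197, 188, 14 and 0, and without the pairs with the highest actin ratio 106, 46, 47 and 17. With experiments left out the ranges were 39 (without C57BL/6 experiment 1) to 191, 6 (the same) to 206 (without BALB/c experiment 2), 3 (without BALB/c experiment 3) to 69, and 2 (the same) to 45. Between uninfected cells, higher and lower counts were 89 and 75 with each strain alone, 124 and 121 at 2-fold and 123 and 133 without the pairs with the highest actin ratio, with 64 to 303 and 48 to 233 over experiments left out, the lowest without BALB/c experiment 3 and the highest without BALB/c experiment 1. Strain differences numbered 1 with quantile normalization, 76 with the methods' paired test and 27 among the probe sets it calls, and 0 to 1 (without C57BL/6 experiment 2) over experiments left out.

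The correlation of the responses was 0.365 without the filter and 0.749 with the 60th percentile filter (0.559 to 0.672 over experiments left out), and the median difference in response size -0.0722 (without BALB/c experiment 1) to 0.20 (without C57BL/6 experiment 3). Of 95 calls of named genes, 25 were left without a trend, 33 without the block and 51 with the experiment as block, and with experiments left out 35 (without C57BL/6 experiment 1) to 81 were left, among 37 to 87 calls in all. Of 23 list shifts by camera, 0 were left with an estimated correlation. With experiments left out 18 (without BALB/c experiment 2) to 23 were left, among 19 to 25 shifts in all, while a robust fit gives camera no value. Of the 23, 11 also passed fry. As fry tests a list against no change and camera tests it against the other genes, the 11 cannot tell how many camera shifts hold. Directions reversed for the list inflammatory cytokines infection response C57BL/6 minus BALB/c without the filter (adjusted p = 0.966), the list lysosome infection response BALB/c with quantile normalization (adjusted p = 0.907), and the Tiparp infection response C57BL/6 (-0.0582) and Vcam1 infection response C57BL/6 (-0.31, with 0.66 without experiment 1) without C57BL/6 experiment 3. The cause was not tested for any of these. The motif alternatives were not run. Signal over background limits genes near the filter, as for Il6, Il12b and Nos2.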

Differences from the paper's values

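The paper's log ratios were computed with control samples as baseline, and those here are differences of log2 signals of single arrays. What this unlike measure adds to the gaps below was not tested. Of 65 folds of Table 1 compared, 58 were within 1.5 times the paper's, and the log2 folds had a Pearson correlation of 0.918 across genes, which are not independent replicates. The other 7 are 2 of Vcam1 and 5 in C57BL/6 whose difference lies within the SD between experiments. For these the paper's folds are 47.2 for Ptgs2, 24.9 for Ccl4, 18.2 for Tnf, 14.9 for Fosl1 and 7.4 for Spic, against 20.7, 15.9, 12.1, 9.92 and 4.53 here. Without C57BL/6 experiment 2 the first 4 were 55.8, 23.9, 17.5 and 13.2, and without experiment 1 Spic was 5.49. The value of Table 1 of -0.2 for Myc cannot be a fold, -1.1 for Ifi205 was not compared as no probe set stood for this gene alone, and values below 1 in the BALB/c column were compared on the log2 scale, though whether the column mixes scales is not stated. For Vcam1 the paper's fold is 10.6 in C57BL/6 and the paper's fold in BALB/c is 3.0, against 1.2 and 1.74 here. No alternative that was set before the data were examined and gave Vcam1 a value closed either difference. The filter at the higher percentile and leaving out any BALB/c experiment gave Vcam1 no value, so these could not be compared. Another probe set of Vcam1, below the filter, gave 12.5 and 2.50, and with low signals raised to a floor of 3.5 it gave 2.85 and 2.50, as its mean signal in uninfected C57BL/6 was 0.8. For Myc in BALB/c the paper's value is -0.2, against a log2 change of 0.14 here (1.10-fold). No filter (0.137) and leaving out BALB/c experiment 2 (0.121), which alone gave Myc a value, did not close it. For Cav1 in BALB/c the paper's value is 0.7, against a log2 change of 0.41 here (1.33-fold). Centring on array medians (0.48) and leaving out BALB/c experiment 1 (0.47) or 3 (0.49) brought it within the spread on the log2 scale, and the other alternatives did not. Read as a fold, as the column's label has it, the paper's 0.7 for Cav1 is a fall, and the log2 change here was above 0 under every alternative (0.27 to 0.486), so none closed it. The paper's 0.7 for Slfn2 read in this way is a fall too, against 1.63-fold here. Read as a log2 change, the paper's 0.7 for Slfn2 lies close to the 0.707 here.

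The paper's count of genes with a response that differs between strains is 8, at an unadjusted p under 0.05 and 1.5-fold, against 0 in limma at an adjusted p under 0.05 (225 at an unadjusted p under 0.05). The count was 1 with quantile normalization and without C57BL/6 experiment 2, 76 with the paired test of the methods (without its change p and background conditions, for which the table used holds no calls) and 0 under the other alternatives, none of which closed it. Counted only among probe sets that the paired test calls in either strain, an alternative chosen after seeing the values, it was 27, which held Ahr, Olr1, Slfn2 and Traf1 and dropped 0 of the paper's genes that were among the 76. Cav1 (0.0885) and Mmp13 (0.299) did not reach an unadjusted p under 0.05 in the paired test of the methods, Ifi205 had no probe set of its own, and Myc lay below the filter. For the unadjusted p of the strain difference the paper's values are 0.007 for Myc, 0.008 for Cav1, 0.031 for Mmp13, 0.049 for Traf1 and 0.020 for Ahr, against 0.0985, 0.0543, 0.057, 0.141 and 0.0584 here. Myc had a value with no filter (0.0985) and without BALB/c experiment 2 (0.116) only, and neither was under 0.05. The paired test of the methods without the filter, chosen after seeing the values, gave 0.000798 for Myc, under the paper's 0.007, and did not call 2 of the paper's genes, Cav1 and Mmp13. It called 248 strain differences of 12394 probe sets, 73 of them among those it called in either strain. Cav1 was under 0.05 with the experiment as block (0.0451), with each strain alone (0.0194) and without C57BL/6 experiment 1 (0.0422) or 3 (0.0295) or BALB/c experiment 2 (0.0325). Mmp13 was under 0.05 without C57BL/6 experiment 2 (0.00494). Traf1 was under 0.05 with the paired test of the methods (0.0221) and without BALB/c experiment 2 (0.0337). Ahr was under 0.05 with the pseudocount (0.0366), without a trend of the variance (0.0461), with each strain alone (0.0404), with the paired test of the methods (0.0341) and without C57BL/6 experiment 1 (0.0216) or BALB/c experiment 2 (0.0241). The other alternatives that gave a value left each of these at 0.05 or above.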

Other observations

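Of the counts in this part, those of list members between uninfected strains were chosen after the data were seen.

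In uninfected GMΦ, 9 of 28 genes of the type I interferon response were lower in C57BL/6 than in BALB/c (26 when adjusted over the list alone), with a median log2 difference of -2.00. Isg15, a ubiquitin-like modifier, was at -2.91 (adjusted p = 0.0293 from limma) and Mx1, an antiviral GTPase, at -3.67 (adjusted p = 0.025). The list's mean log2 signal was 7.71 to 9.13 on the uninfected BALB/c arrays and 5.31 to 7.27 on the uninfected C57BL/6 arrays. Of 14 chemokine genes 3 were lower in C57BL/6 (4 when adjusted over the list alone), among them Ccl2, which draws in monocytes, at -4.72 (adjusted p = 0.000282). Of 15 genes of cholesterol synthesis 5 were higher in C57BL/6 (6 when adjusted over the list alone), with Hmgcs1 at 0.92 (adjusted p = 0.00953). Of 24 macrophage identity genes 6 were higher and 1 lower (6 and 1 when adjusted over the list alone). Of 11 fibroblast markers 3 were lower in C57BL/6 (4 when adjusted over the list alone), with a median of -0.74 and Dcn at -2.72 (adjusted p = 0.000941). Fainter probe sets of Col1a1 and Col1a2 in this list were at -3.79 and -3.69 (adjusted p = 0.0137 and 0.000952), against -1.11 and -0.11 at the brightest (adjusted p = 0.123 and 0.863).

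After infection, 7 of 27 genes of the NRF2 oxidative stress response rose in C57BL/6 and 3 in BALB/c GMΦ (11 and 6 when adjusted over the list alone; camera adjusted p = 1.15e-08 and 1.78e-07, against adjusted p = 0.224 and 0.319 with an estimated correlation). Srxn1, a sulfiredoxin, rose 4.34-fold and 3.39-fold (adjusted p = 0.00319 and 0.0139, with log2 changes of 0.22 and -0.36 at a fainter probe set), and Slc7a11, a cystine transporter, rose 4.82-fold in C57BL/6 GMΦ (adjusted p = 0.0273). Of 12 matrix protease and inhibitor genes 4 rose and Adam19 fell in C57BL/6 GMΦ (adjusted p = 0.24 for Adam19 without C57BL/6 experiment 1) and Plau rose in BALB/c GMΦ (5 higher and 1 lower, and 3 higher and 2 lower, when adjusted over the list alone; camera adjusted p = 0.000512 and 0.0368, against adjusted p = 0.15 and 0.375 with an estimated correlation). Of 18 heat shock protein genes Hspa8 and Hspa1b rose in C57BL/6 and Hsp90aa1 in BALB/c GMΦ (5 and 2 when adjusted over the list alone; camera adjusted p = 0.000622 and 0.211, the first against adjusted p = 0.116 with an estimated correlation). Of 12 iron and metallothionein genes Mt2 rose in C57BL/6 GMΦ and none passed in BALB/c GMΦ at the brightest probe sets (limma; 3 and 0 when adjusted over the list alone, unadjusted p under 0.05 in 3 in BALB/c and 0 by the paired test of the methods; camera adjusted p = 0.0157 and 0.0187, against adjusted p = 0.358 and 0.375 with an estimated correlation). A fainter probe set of Slc11a2 in this list rose 3.01-fold in C57BL/6 and 2.37-fold in BALB/c GMΦ (adjusted p = 0.00366 and 0.0231 from limma without the filter).

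Of 20 ribosome biogenesis genes 2 rose in C57BL/6 and none in BALB/c GMΦ (limma; 2 and 0 when adjusted over the list alone, unadjusted p under 0.05 in 1 in BALB/c and 0 by the paired test of the methods; camera adjusted p = 0.00806 and 0.573, the first against adjusted p = 0.29 with an estimated correlation). Of 18 glycolysis genes 1 rose in C57BL/6 and 2 in BALB/c GMΦ (1 and 2 when adjusted over the list alone; camera adjusted p = 0.38 and 0.00726, the second against adjusted p = 0.375 with an estimated correlation). Of 7 dendritic cell markers Cd83 rose in each strain (1 and 3 when adjusted over the list alone; camera adjusted p = 0.0579 and 0.000509, the second against adjusted p = 0.319 with an estimated correlation). Of 36 lysosome genes none passed in either strain (limma; 0 when adjusted over the list alone, unadjusted p under 0.05 in 1 and 10, 0 by the paired test of the methods; camera adjusted p = 0.516 and 0.00251, the second against adjusted p = 0.482 with an estimated correlation and adjusted p = 0.907 in the other direction with quantile normalization).

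Among markers of cells other than macrophages and dendritic cells, none passed after infection in either strain (limma; 0 when adjusted over the list alone and 0 by the paired test of the methods). In C57BL/6 and BALB/c GMΦ the camera adjusted p was 0.108 and 0.278 for 11 fibroblast markers, 0.231 and 0.889 for 7 neutrophil markers (unadjusted p under 0.05 in 2 and 1), 0.639 and 0.863 for 6 B cell markers (0 and 0), 0.196 and 0.527 for 5 T and NK cell markers (0 and 1), 0.865 and 0.873 for 5 endothelial markers (0 and 1), 0.231 and 0.288 for 3 keratinocyte markers (0 and 0), 0.167 and 0.61 for 3 mast cell markers (0 and 0) and 0.735 and 0.889 for 2 erythroid markers (0 and 0).

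Other splits of the arrays were fitted without the pair block. For infection in C57BL/6 GMΦ 1 of 10 splits had as many calls as the real one (94, highest other 1) and 3 of 10 as many shifted lists (11, highest other 13). For infection in BALB/c GMΦ 1 of 10 splits had as many calls (22, highest other 1) and 1 of 10 as many lists (11, highest other 9), and between uninfected strains it was 1 of 10 (331, highest other 0). For the strain difference of the responses, 10 of 10 splits had as many calls (0, highest other 0). These splits are too few for a share under 0.05. For the gene lists in C57BL/6 GMΦ another split shifted more lists (13) than the real one (11), so this count does not set the real split apart. For the average infection effect 1 of 100 splits had as many calls as the real one (498, highest other 102). This excludes chance for the fit without the pair block. The average effect with the block was not tested by splits. With the pair block, the 3 other splits of each strain that part every pair called none (limma), against 237 in C57BL/6 and 148 in BALB/c, and 3 splits are too few to exclude chance.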
